# Ciliogenesis defects after neurulation impact brain development and neuronal activity in larval zebrafish

**DOI:** 10.1016/j.isci.2024.110078

**Published:** 2024-05-22

**Authors:** Percival P. D’Gama, Inyoung Jeong, Andreas Moe Nygård, Anh-Tuan Trinh, Emre Yaksi, Nathalie Jurisch-Yaksi

**Keywords:** Biological sciences, Neuroscience, Developmental neuroscience

## Abstract

Cilia are slender, hair-like structures extending from cell surfaces and playing essential roles in diverse physiological processes. Within the nervous system, primary cilia contribute to signaling and sensory perception, while motile cilia facilitate cerebrospinal fluid flow. Here, we investigated the impact of ciliary loss on neural circuit development using a zebrafish line displaying ciliogenesis defects. We found that cilia defects after neurulation affect neurogenesis and brain morphology, especially in the cerebellum, and lead to altered gene expression profiles. Using whole brain calcium imaging, we measured reduced light-evoked and spontaneous neuronal activity in all brain regions. By shedding light on the intricate role of cilia in neural circuit formation and function in the zebrafish, our work highlights their evolutionary conserved role in the brain and sets the stage for future analysis of ciliopathy models.

## Highlights

• *traf3ip1/elipsa* mutant zebrafish display ciliogenesis defects after neurulation
• Cilia defects lead to abnormal brain morphology, cell division, and gene expression
• Cerebellar malformations and reduced number of Purkinje cells upon cilia defects
• Reduced light-evoked and spontaneous neural activity in cilia mutants

## Introduction

Cilia are slender, hair-like structures that extend from the surface of cells.^1^^,^^2^ They play a vital role in various physiological processes across species.^3^^,^^4^ In the context of the nervous system, cilia are involved in functions ranging from cellular signaling to sensory perception and movement of cerebrospinal fluid (CSF).^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^

Primary cilia are present on neuronal progenitors and have been described in many species, including human, mouse, and zebrafish.^12^^,^^13^^,^^14^ They serve as essential signaling hubs which receive and transmit cues,^15^^,^^16^ such as hedgehog signaling.^17^^,^^18^ Cilia have been associated with the control of proliferation and differentiation,^14^^,^^19^ patterning,^20^ migration,^21^^,^^22^^,^^23^ axon guidance,^10^^,^^24^ synaptogenesis,^25^ and connectivity.^26^^,^^27^

In differentiated neurons, primary cilia play a dual role. They can participate in sensing sensory modalities, such as odors^8^^,^^28^^,^^29^^,^^30^ and light,^9^^,^^31^^,^^32^ or they can actively influence neuronal physiology.^11^^,^^33^^,^^34^^,^^35^ For example, cilia were shown to regulate food uptake through the modulation of hypothalamic neurons in the paraventricular nucleus^35^ and circadian rhythm through interneuronal coupling in the suprachiasmatic nucleus.^36^ Cilia can also alter the chromatin accessibility of hippocampal neurons through axo-ciliary serotonergic synapses.^34^ Ciliary signaling usually involves G protein-coupled receptors, which localize to the primary cilium, such as olfactory receptors, somatostatin receptor type 3 (SSTR3), serotonin receptor 6 (HTR6), melanin-concentrating hormone receptor 1 (MCHR1), or dopamine receptor 1 (D1).^11^^,^^15^^,^^34^^,^^37^^,^^38^^,^^39^^,^^40^^,^^41^^,^^42^^,^^43^

In contrast to primary cilia, motile cilia propel fluids and particles across tissue surfaces.^44^^,^^45^ In the brain, cilia-driven fluid flow is important for the movement and homeostasis of CSF.^6^^,^^46^^,^^47^^,^^48^^,^^49^^,^^50^ Intriguingly, CSF flow has also been implicated in neuronal migration in mice, through the potential establishment of morphogen gradients.^49^ Cilia-mediated CSF flow has also been linked to the regulation of neuronal activity in the larval zebrafish brain.^51^

Human patients with dysfunctional cilia can present several neurodevelopmental and neurological symptoms.^10^^,^^52^^,^^53^ For instance, mutations in the genes encoding Bardet-Biedl syndrome (BBS) proteins are associated with retinal degeneration, hyperphagia, and learning disabilities.^54^^,^^55^ Another classical example is Joubert syndrome,^56^^,^^57^^,^^58^ which is a rare genetic disorder affecting the development of the cerebellum and brainstem.^59^^,^^60^ Joubert syndrome is characterized by cerebellar vermis malformation, disrupting motor coordination in addition to cognitive dysfunction and epilepsy.^56^^,^^61^ Altogether, these findings suggest that disruptions in ciliary function impact neuronal development, which may influence neuronal activity in the brain and even lead to epileptic seizures. However, it is still unclear how primary cilia loss affects the establishment of neuronal circuits in the brain and whether it leads to altered neural activity.

In this study, we leveraged the small size, transparency, and genetic amenability of zebrafish larvae to investigate the impact of ciliary loss on the development of neural circuits. To this end, we used a previously characterized cilia mutant carrying a mutation in the ciliary gene *traf3ip1* (also known as *ift54* or *elipsa*), which was shown to abolish all cilia at larval stages.^62^ This zebrafish mutant has been previously shown to display retinal defects at larval stages.^63^ In our study, we first determined the onset of ciliary defects in the *elipsa* mutant. We identified a progressive ciliary loss between the 10 somites stage and 30 hours postfertilization (hpf), allowing us to study specifically the role of cilia after the process of neurulation. Upon histological analysis, we observed that ciliary defects alter the overall brain morphology of zebrafish larvae, especially the cerebellum. We also identified an increased cell proliferation in the optic tectum, which is the visual processing center in zebrafish. Next, using transcriptomics, we revealed that genes and pathways involved in retinal function and cilia-mediated signaling, such as hedgehog signaling, are dampened by ciliary defects. Finally, we identified that the mutants have reduced light-evoked and ongoing neuronal activity in all brain areas, but do not display seizures. Taken together, our work identified that cilia are critical for brain development and physiology of neural circuits in zebrafish. This sets the stage for future analysis of ciliopathy models.

## Results

### Loss-of-function mutation of *traf3ip1 (elipsa)* leads to cilia defects in the developing brain following neurulation

To study the impact of ciliary loss on brain development, we selected a zebrafish mutant line, *elipsa* or *traf3ip1*^*tp49d*^,^62^ which was shown to lack primary and motile cilia at larval stages. We first aimed to identify the onset and penetrance of cilia loss in the *elipsa* mutant brain upon immunostaining of various developmental stages from 10 somites to 4 days post-fertilization (dpf) larvae. We used antibodies against acetylated tubulin and the ciliary protein arl13b, which labels both primary and motile cilia.^64^ To label motile cilia specifically, we used glutamylated tubulin as a marker as previously described.^48^^,^^50^^,^^65^ Upon staining with anti-acetylated tubulin at 10 somites stage, we found no major differences in cilia between control and mutants in the neural keel, developing optic vesicles (Figures S1A1, S1A2, S1B1, and S1B2) and in the left-right organizer (Kupffer’s vesicle) (Figures S1A3 and S1B3), suggesting that the maternal contribution of the gene prevents a ciliary phenotype at these early developmental stages.

Next, we investigated later time points of development following neurulation, from 30 hpf up to 4 dpf, when many mutants were still healthy and did not show major abnormalities beside their curved body axis and a mild heart edema. We noticed a total loss of arl13b and glutamylated-tubulin labeled cilia in the *elipsa* embryos at 30 hpf (Figures S2A1–S2B4), which was maintained at 2 dpf (Figures S2C1–S2F4) and 4 dpf (Figure 1). Notably, we observed that both primary cilia, expressing arl13b (Figures 1A1–1B4), and motile cilia, expressing glutamylated-tubulin (Figures 1C1–1D4), were defective in the entire brain at 2 dpf and 4 dpf. Taken together, our results reveal a progressive ciliogenesis defect in the brain of *elipsa* mutant after neurulation, allowing us to study the impacts of cilia on the development and physiology of the nervous system in an animal devoid of early neural tube defects.

**Figure 1:**
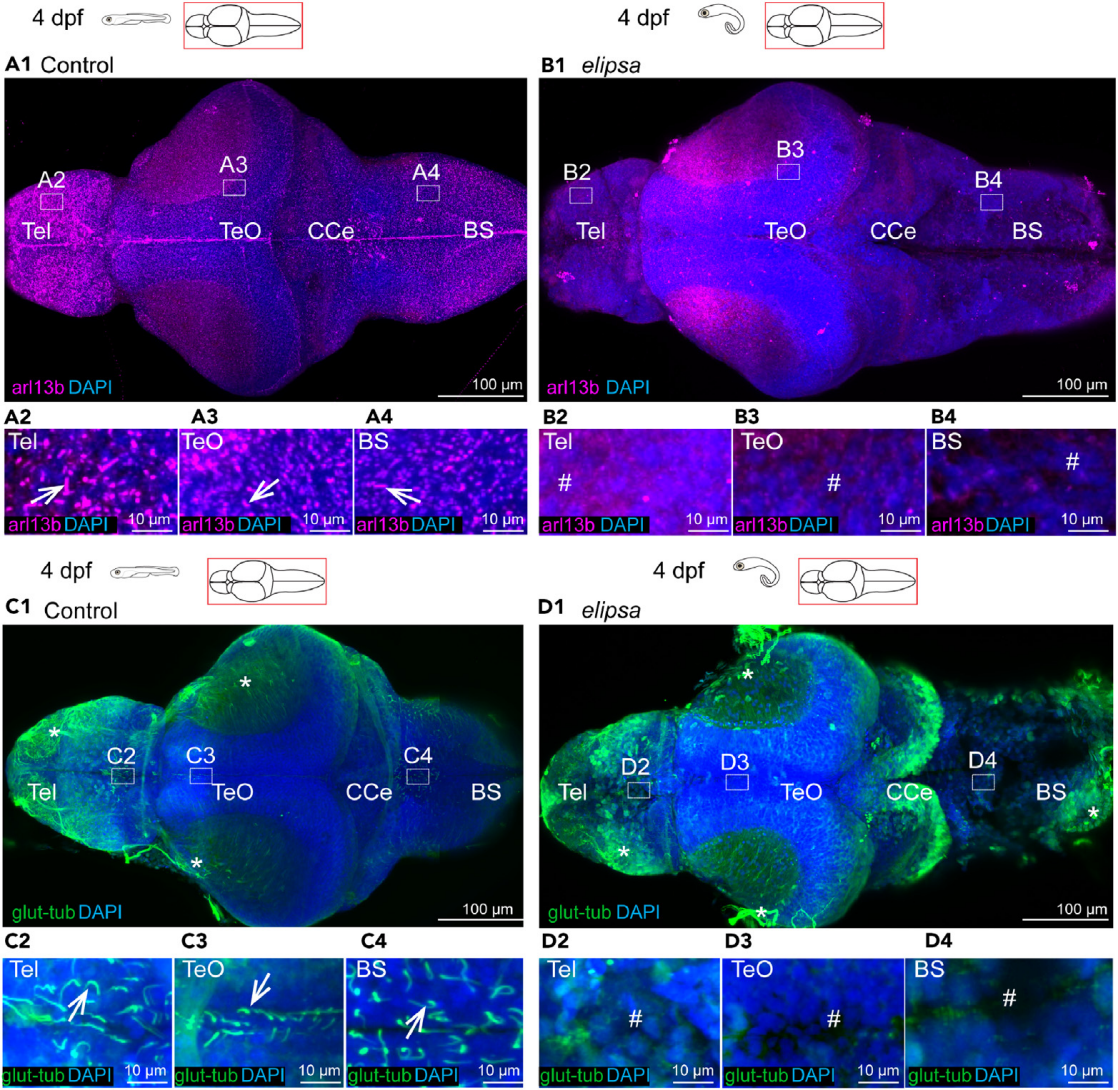
Loss of primary and motile cilia in the *elipsa* mutant larval brain (A1–A4 and B1–B4) Staining of dissected 4 dpf brains with arl13b antibody to stain all cilia in the brain, *n* = 8 controls and 9 mutants. A1 At 4 dpf, arl13b stained cilia were located all over the brain, represented in insets drawn in the telencephalon (A2), optic tectum (A3) and brainstem (A4). (B1) In the *elipsa* mutants, arl13b-expressing cilia were absent in the entire brain, as represented by insets drawn in the telencephalon (B2), optic tectum (B3), and brain stem (B4). (C1–C4 and D1–D4) Staining of dissected 4 dpf brains with glutamylated tubulin used to identify motile cilia, *n* = 5. (C1) At 4 dpf, single glutamylated tubulin-positive cilia were present in the forebrain choroid plexus (C2), on the dorsal roof and ventral part (C3) of the tectal/diencephalic ventricle and in the rhombencephalon choroid plexus (C4). (D1) In *elipsa* mutant, glutamylated tubulin-positive cilia were absent in the telencephalon (D2), optic tectum (D3), and brain stem (D4). Tel, Telencephalon; Teo, Optic Tectum; CCe, Corpus Cerebelli; BS, Brain stem. Cilia loss indicated by # symbol and nonspecific signal from glutamylated tubulin is represented by ∗ symbol. See also Figures S1 and S2.

### Cilia defects after neurulation lead to abnormal brain morphology and increase proliferation in the optic tectum

To identify the impact of cilia defects on brain development, we conducted various estimations of the brain size, including the width, length, and height of the telencephalon (Figures 2A1–2A4), optic tectum (Figures 2B1–2B4), and hindbrain (Figures 2C1–2C4). In our analysis we found a significant decrease in the length of the telencephalon (Figure 2A3), the width of the optic tectum (Figure 2B2), cerebellum (Figure 2C2) and brain stem (Figure 2C3). In contrast, the *elipsa* mutants displayed a significant increase in hindbrain length (Figure 2C4). Interestingly, while the overall width of the optic tectum was reduced, the thickness and density of the cellular layer in the tectum was increased (Figures 2D2 and 2D4) (see methods for details on quantifications). Notably, malformation of the hindbrain, especially the cerebellum, was apparent upon staining with glutamylated tubulin at 4 dpf (Figures 1C1–1D1).

**Figure 2:**
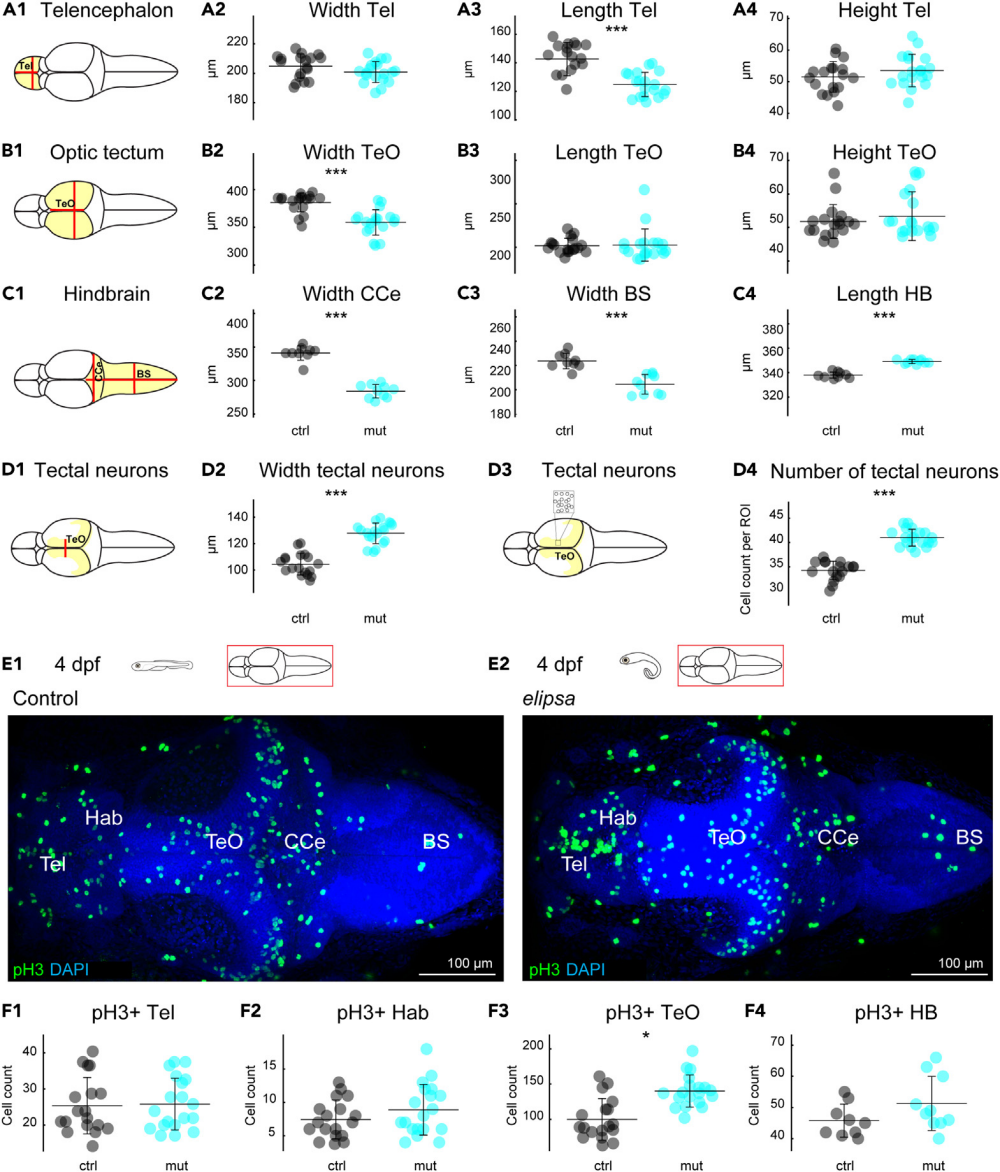
Cilia defects lead to abnormal brain size and alters cell proliferation in the optic tectum (A1–D4) Quantification of brain morphology of 4 dpf larval brains for control (black) and *elipsa* mutants (cyan). Schematic representation of the measurements for (A1) telencephalon, (B1) optic tectum, (C1) hindbrain regions and (D1) tectal neurons. Brain size was estimated by measuring the width, length, and height of telencephalon (A2, A3, A4), optic tectum (B2, B3, B4), width of CCe (C2), width of BS (C3), length of hindbrain (C4), and the width (D2) and number of neurons in a defined region of interest (D3) (ROI of 36 × 28μm) (D4) of tectal neurons. Controls are in black and *elipsa* mutants in cyan. *n* = 18 controls and 19 mutants for A2, A3, A4, B2, B3, B4, D2, D4. *n* = 9 controls and 10 mutants for C2, C3 and C4. (E1 and E2) staining for mitotic cells using an anti-pH3 antibody. (F1–F4) Cell count for pH3 positive cells (pH3+) in telencephalon (F1), habenula (F2), optic tectum (F3) and hindbrain (F4). ∗: *p* < 0.05, ∗∗∗: *p* < 0.001 according to Wilcoxon Rank-Sum test. Mean ± SD (standard deviation) is indicated on scatterplots. Tel, Telencephalon; Teo, Optic Tectum; BS, Brain stem; CCe, Corpus Cerebelli; HB, Hindbrain.

To determine if the defects in brain size were due to a reduction in cell proliferation, we stained mitotic cells using a phosphorylated Histone H3 (pH3) antibody (Figures 2E1 and 2E2).^66^ We then quantified pH3 positive cells in distinct brain regions using confocal stacks spanning the entire brain (Figures 2F1–2F4). Our quantifications showed a significantly higher number of mitotic cells in the optic tectum in *elipsa* mutants (Figure 2F3) while we did not observe differences in cell numbers in other brain regions (Figure 2F1, 2F2, and 2F4). These results are consistent with our observations of increased cell density in the optic tectum in the *elipsa* mutants (Figure 2D4). Our findings suggest that cilia defects after neurulation disrupt normal brain development and results in an overall smaller brain with more pronounced malformations in the optic tectum and hindbrain.

### Cilia defects lead to morphological abnormalities of the cerebellum and reduced number of cerebellar Purkinje cells

Given the established role of cilia in cerebellar development^67^^,^^68^ and the abnormal glutamylated tubulin staining observed in the cerebellum (Figures 1C1-1D1), we further investigated the cerebellar anatomy using various histological and transgenic markers. First, using the nuclear stain dapi (Figures 3A1–3B1), we observed obvious cerebellar malformations in the *elipsa* mutant (Figure 3B1) in comparison to the controls (Figure 3A1). Next, we used an anti-acetylated-tubulin antibody to stain the axonal connections in the cerebellar region (Figures 3A2–3B2). Our results displayed abnormal axonal projections between the two cerebellar hemispheres in the mutants (Figure 3B2). Similar results were obtained using the presynaptic marker SV2 (Figures 3C and 3D). We next aimed to identify whether specific cell populations were particularly affected in the mutants, considering that the cerebellum is composed of both glutamatergic excitatory and GABAergic inhibitory neurons.^69^^,^^70^^,^^71^ We first assessed the excitatory glutamatergic neurons, which consist of mainly eurydendroid cells in addition to some granule cells,^70^ (Figures 3E and 3F) using the transgenic line *Tg(vglut2a:dsRed)*,^72^ but did not observe a major difference in the location of excitatory glutamatergic neurons despite the abnormal cerebellar morphology. In contrast, the number of parvalbumin-expressing inhibitory Purkinje cells (Figures 3G and 3H) was significantly reduced in the mutant animals (Figure 3H). Altogether, our findings show that cilia defects in the *elipsa* mutant disrupt cerebellar development and lead to malformations and mispatterning.

**Figure 3:**
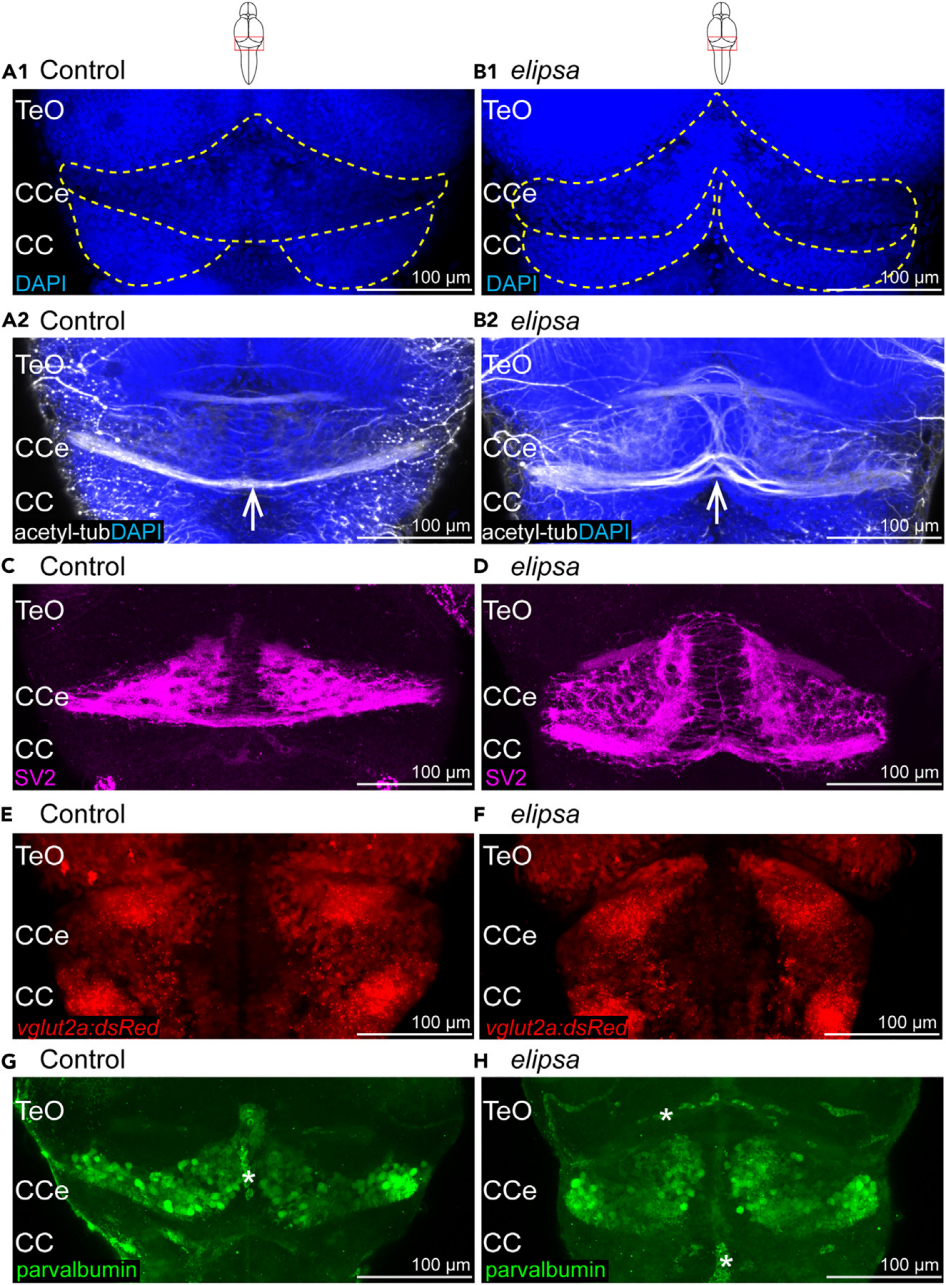
Cerebellar defects in 4 days old *elipsa* mutants (A1–B1) Cell nucleus stained using dapi in control (A1) and *elipsa* mutant (B1). Differences in morphology indicated by yellow lines. *n* = 7 controls and 7 mutants. (A2–B2) Larvae immunostained with anti-acetylated tubulin to stain axonal bundles (indicated with white arrow) in control (A2) and *elipsa* mutant (B2). *n* = 7 controls and 7 mutants. (C and D) Larvae immunostained with the presynaptic vesicle marker SV2 in control (C) and *elipsa* mutant (D). *n* = 6 controls and 6 mutants (E and F) Expression of glutamatergic cells in *Tg(vglut2a:dsRed)* transgenic zebrafish in control (E) and *elipsa* mutant (F). *n* = 8 controls and 8 mutants (G and H) Immunostaining of cerebellar Purkinje neurons using anti-parvalbumin antibody in control (G) and *elipsa* mutant (H). *n* = 10 controls and 8 mutants. ∗ indicates nonspecific signal from blood cells and vasculature. Number of Purkinje cells in control (mean ± standard deviation): 83.87 ± 5.22 cells, in mutants: 58 ± 6.8 cells, *p*-value 4,6965E-06 according to Student’s t test. Teo, Optic Tectum; CCe, Corpus Cerebelli; CC, Crista cerebralis.

### Transcriptomic analysis identifies differentially regulated genes involved in phototransduction and brain development

To explore the impact of cilia defects on gene expression, we performed RNA-sequencing of whole 4 dpf larvae. 

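RNA was sequenced in 8 libraries, 4 of controls and 4 of *elipsa* mutants. Each library came from a tube of circa 30 whole larvae at 4 dpf. The controls were wild-type and heterozygous siblings, and each of 4 clutches gave 1 control tube and 1 mutant tube that were processed together. According to the methods, the authors filtered the reads, aligned them with HISAT2 to the genome and with Bowtie2 to the transcriptome, counted them per gene with RSEM, kept genes with a mean CPM above 1, and normalized and log-transformed the matrix with voom from limma. The submitters' processing notes name the genome build GRCz11. The values used here are the authors' log2 CPM of 20409 genes. The sorted values of the libraries were nearly identical, with a highest value of 14.04 in each library, as quantile normalization leaves them. The paper's text does not name this step, so the sequencing depth of each library is unknown and no interval from depth is given.
From these values, mutants were compared with controls by limma's moderated test with a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment over all 20409 genes. A gene was called higher or lower in the mutants at an adjusted p under 0.1, the threshold of Figure 4. The test had no term for the clutch, and the value with clutch as a block stands beside a result where it changed the call or a count by over 1.5 times. Shifts of 49 gene lists were tested with camera from limma, which compares the genes of a list with all other genes. Camera was also run with an inter-gene correlation estimated from the libraries, again without a clutch term. Shifts that the libraries of a clutch share enter that estimate. The lists were fixed before the deposited files were examined, but after log2 differences in the top part of Table S1 had been seen.
*traf3ip1*, the gene mutated in *elipsa*, was lower in the mutants of all 4 clutches. Its log2 value was 2.81 ± 0.16 (SD, n = 4) in controls and 1.98 ± 0.32 (SD, n = 4) in mutants, a log2 difference of -0.83 (standard error 0.18, adjusted p = 0.0751 from limma). This call was lost when any one of controls 2 to 4 or mutants 2 to 4 was left out, with an adjusted p of up to 0.217. With clutch as a block the adjusted p was 0.00679.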

We identified a total of 702 differentially expressed genes (DEGs), comprising 220 upregulated DEGs and 482 downregulated DEGs (Figures 4A1, 4A2, and S3; Table S1), between control and *elipsa* larvae. 

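In the mutants, 74 genes were higher and 237 were lower than in controls, 311 genes in all. Among the genes that fell most were *tgm1l3* and *tgm1l2*, which encode transglutaminases, and *krt93*, which encodes a keratin. The log2 difference of *tgm1l3* was -4.67 (standard error 0.48, adjusted p = 0.00197 from limma), from 3.50 ± 1.08 (SD, n = 4) in controls to -1.16 ± 0.42 (SD, n = 4) in mutants. *krt93* differed by -4.28 (standard error 0.57, adjusted p = 0.00717) and *tgm1l2* by -3.86 (standard error 0.58, adjusted p = 0.0148). The pair *tgm1l2* and *tgm1l3* are neighbouring paralogs that may share reads. *tgm1l2* was at the lowest value of the table in 3 of the 4 mutant libraries, and with a pseudocount of 1 its difference was -0.67 and was not called. Next came *pde6ha*, which encodes an inhibitory subunit of the cone phosphodiesterase, with -3.71 (standard error 0.56). The smooth muscle gene *cnn1a*, which encodes a calponin, differed by -3.40, and *guca1b*, which encodes a guanylate cyclase activator of photoreceptors, by -3.28.
The largest rises were those of *lipib*, a lipase gene, with 2.33 (standard error 0.38, adjusted p = 0.0209), *pcdh2g7*, a protocadherin gene, with 1.87, *mxc*, an interferon-induced gene, with 1.71, and *prl*, the prolactin gene, with 1.67. *pcdh2g7* belongs to a cluster of near-identical genes, so its reads may be split between copies. *col28a2a*, a collagen gene that lies 19 genes from *traf3ip1* in gene order, rose by 1.47 (standard error 0.17, adjusted p = 0.00321). *glis3*, which encodes a zinc finger transcription factor, rose by 1.46 (standard error 0.15, adjusted p = 0.00179). The rule that picked these 12 genes asked for the same direction in all 4 clutches. With a pseudocount of 1, the differences of *krt93*, *cnn1a*, *guca1b* and *mxc*, genes of low expression, were -1.83, -1.05, -1.18 and 1.00, and that of *tgm1l3* was -3.11, and these 5 were still called.
With clutch as a block, 1322 genes were higher and 1605 lower, 2927 in all, and these included all 311. The share of lower genes was 76.2% without the block and 54.8% with it. The count was 1091 without control 1, 166 without control 2 and 146 without control 3. It was 183 without mutant 2, 206 without mutant 3 and 176 without mutant 4. Calls of *pcdh2g7*, *mxc*, *prl*, *cnn1a* and *guca1b* were lost when some single libraries were left out, mutant 3 or 4 among them for *prl*, with an adjusted p of up to 0.234 for *pcdh2g7*, 0.228 for *mxc*, 0.126 for *prl*, 0.203 for *cnn1a* and 0.175 for *guca1b*. *pcdh2g7* was not called with no trend (adjusted p = 0.11), nor *mxc* with vooma weights (adjusted p = 0.137).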

We next classified the genes into different Gene Ontology (GO) terms consisting of GO biological process, GO cellular component, and GO molecular function (Figures 4B1–4B3, and Table S2). 

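The called genes that Table S2 places under light-related terms were lower in *elipsa* mutants, and those under the movement of cilia were higher. Of the 11 genes under phototransduction, 9 were lower and none was higher, and with clutch as a block 10 were lower and 1 was higher. Of the 14 genes under detection of light stimulus, 11 were lower and none was higher (13 lower and 1 higher with the block). Of the 25 genes under response to light stimulus, 18 were lower and none was higher (22 lower and 3 higher with the block). Of the 22 genes under photoreceptor outer segment, 21 were lower. Under cilium movement, 6 of 13 genes were higher and none was lower, and with clutch as a block all 13 were higher. Under cilium assembly, 7 of 28 genes were higher and 9 were lower (15 higher and 13 lower with the block). The study drew these members from its own calls on these samples, so their counts are not independent evidence of their directions. The member lists of the terms visual perception, cilium, neuron part and neurological system process are incomplete in the copy of Table S2 used here and were not counted.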

The most significant GO terms were related to phototransduction, photoreceptors and cilia (Figures 4B1–4B3). Genes associated with photoreceptors and phototransduction GO terms were mostly downregulated (Figure 4C1), whereas genes associated with cilia-related GO terms were either downregulated or upregulated (Figure 4C2). 

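Most genes with which rods and cones respond to light were lower in *elipsa* mutants. Of 20 measured genes of rod phototransduction, 17 were lower and none was higher, with a median log2 difference of -2.00 (17 lower when adjusted over the list alone). Of 32 genes of cone phototransduction, 23 were lower and none was higher, with a median of -1.78 (28 lower and 1 higher when adjusted over the list alone, and 27 lower and 1 higher with clutch as a block). Of 27 genes of outer segment structure, 11 were lower and none was higher, with a median of -0.64 (17 lower and 1 higher when adjusted over the list alone, and 18 lower and 1 higher with the block).
*gnat1* and *gnat2* encode the transducin alpha subunits of rods and cones. The log2 value of *gnat1* was 6.37 ± 0.54 (SD, n = 4) in controls and 3.37 ± 0.22 (SD, n = 4) in mutants, a log2 difference of -3.00 (standard error 0.24, adjusted p = 0.000616 from limma). *gnat2* differed by -2.53 (standard error 0.17, adjusted p = 0.00039). The rod phosphodiesterase gene *pde6a* differed by -2.45 (standard error 0.18, adjusted p = 0.000468). *opn1sw1*, the gene of the ultraviolet cone opsin, differed by -2.82 (standard error 0.26, adjusted p = 0.00107). The outer segment genes *rom1a*, *rom1b* and *prph2a*, whose products shape the discs, differed by -2.01, -2.24 and -1.63. The fall in *gnat1*, *gnat2*, *pde6a*, *opn1sw1*, *rom1a*, *rom1b* and *prph2a* was called without each library in turn.
The green cone opsin gene *opn1mw2* ran the other way, with a log2 difference of 1.11 (standard error 0.39, adjusted p = 0.295 from limma). It was higher in all 4 clutches, and its adjusted p was 0.000434 with clutch as a block. Its neighbour *opn1mw1*, a paralog that may share reads with it, differed by -1.95. Of 16 transcription factor genes of photoreceptors, only *six7* was called, with -0.76 (standard error 0.16, adjusted p = 0.0689), also when adjusted over the list alone, and 6 were lower with the block. The median of this list was -0.08.
By camera, the lists of rod phototransduction, cone phototransduction and outer segment structure had an adjusted p of 5.53e-38, 1.53e-45 and 1.8e-14, and each an adjusted p of 0.0255 with an estimated correlation. The list of photoreceptor transcription factors had an adjusted p of 0.0377, and an adjusted p of 0.625 with an estimated correlation. That list was not called without control 1 (adjusted p = 0.398) or without mutant 4 (adjusted p = 0.123), and *six7* lost its call without control 2 or 4 or mutant 2, 3 or 4 (adjusted p of up to 0.213), and with no trend (adjusted p = 0.102). In clutch 1, whose libraries were also low in genes of the exocrine pancreas, the mean difference of the rod list was -1.37, and in clutches 2, 3 and 4 it was -2.11, -2.14 and -2.24. From the lower expression of phototransduction genes, the paper proposes a potential retinal defect, and it then examines the retina itself at 4 dpf.

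**Figure D1:**
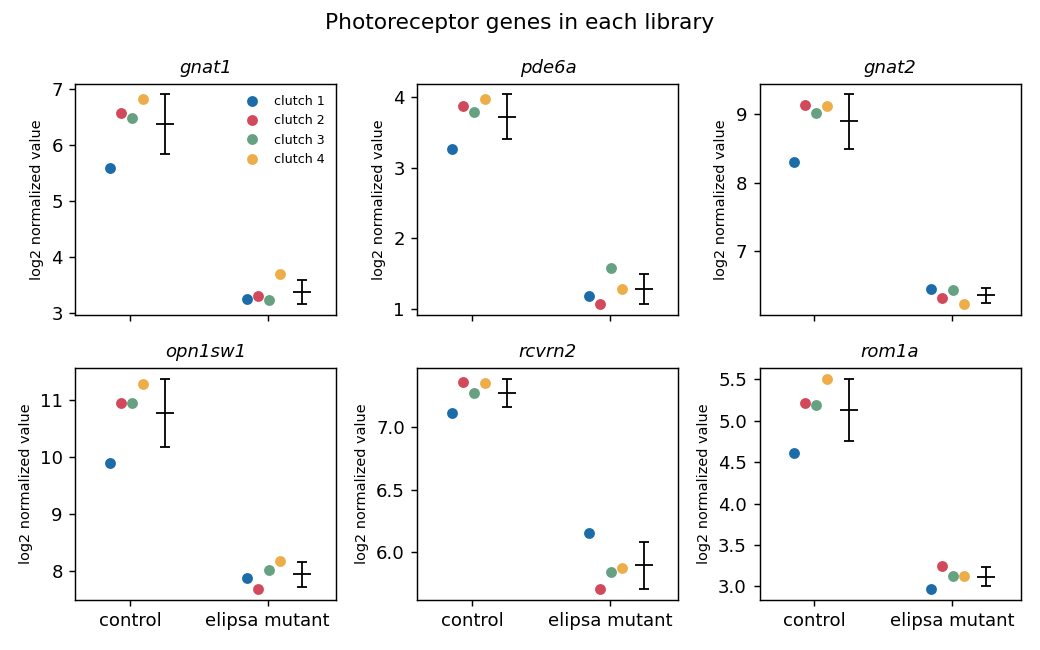
Log2 normalized values of 6 photoreceptor genes in each control and *elipsa* mutant library. Points are libraries colored by clutch, and black marks are the mean and SD of 4 libraries. For *gnat1* the means are 6.37 in controls and 3.37 in mutants.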

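Genes for building cilia and for their base held few called genes. Of 45 measured genes of intraflagellar transport and the BBSome, which move cargo along cilia, *traf3ip1* alone was lower and none was higher (2 lower when adjusted over the list alone). With clutch as a block, 4 of them were lower and 2 were higher. Camera did not call this list (adjusted p = 0.69). Of 51 genes of the ciliary transition zone and of Joubert syndrome, 4 were lower and none was higher (5 lower and 1 higher when adjusted over the list alone, and 7 lower with the block). These were *tmem237a*, which encodes a membrane protein of the transition zone, the small GTPase genes *arl3l1* and *arl3l2*, and *unc119.2*, whose product carries lipid-modified proteins. *tmem237a* differed by -1.81 (standard error 0.17, adjusted p = 0.00107 from limma). *arl3l1* differed by -1.00 (standard error 0.11, adjusted p = 0.00292), *arl3l2* by -1.58 and *unc119.2* by -1.82, or -0.84 with a pseudocount of 1. The call of *unc119.2* was lost without control 2 or 3 or mutant 2, 3 or 4, with an adjusted p of up to 0.14. The transition zone list had a median of 0.13 and a mean of -0.01, and camera did not call it (adjusted p = 0.317).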

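Genes of motile cilia were higher in *elipsa* mutants. Of 93 measured genes of motile cilia, 9 were higher and none was lower (56 higher when adjusted over the list alone, and 38 higher with clutch as a block). The log2 difference was positive for 87 of the 93 genes, with a median of 0.45. The log2 value of *foxj1a*, which encodes the transcription factor that drives motile ciliogenesis, was 2.56 ± 0.27 (SD, n = 4) in controls and 3.50 ± 0.13 (SD, n = 4) in mutants, a log2 difference of 0.95 (standard error 0.15, adjusted p = 0.0194 from limma). *odf3b*, an axonemal gene, was higher by 1.21 (standard error 0.19, adjusted p = 0.0197), the tektin gene *tekt4* by 0.91 (standard error 0.17, adjusted p = 0.0396) and the kinase gene *stk33* by 1.01 (standard error 0.18, adjusted p = 0.0328), or 0.61 with a pseudocount of 1.
Of 16 motile cilia genes that Figure 4C2 highlights, all 16 had a positive difference and 6 were called higher. With clutch as a block 15 of them were called, and *dnah7*, with a difference of 0.57, was not. The study picked these 16 from its calls on these samples, so their direction is not independent evidence. By camera, the motile cilia list had an adjusted p of 8.26e-21, and an adjusted p of 0.0757 with an estimated correlation. *foxj1a* and *odf3b* were called without each library in turn, while *tekt4* and *stk33* were each lost without 4 of the 8 libraries, control 3 and mutants 2 and 4 among them, with an adjusted p of up to 0.14 and 0.122.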

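Among neuronal genes, those of synaptic vesicles, of monoamine synthesis and of neuropeptides that were called were lower in *elipsa* mutants, except the hormone gene *prl*. The libraries are of whole larvae in which photoreceptor genes fell too, so the cells in which these genes changed are unknown. Of 61 measured genes of synaptic vesicles and release, 5 were lower and none was higher (9 lower when adjusted over the list alone, and 14 lower with clutch as a block). The median log2 difference of this list was -0.12. The synaptotagmin genes *syt5a* and *syt1b* encode calcium sensors of vesicle release. *syt5a* fell from 4.47 ± 0.17 (SD, n = 4) in controls to 3.02 ± 0.31 (SD, n = 4) in mutants, a log2 difference of -1.46 (standard error 0.16, adjusted p = 0.00292 from limma). *syt1b* differed by -0.83 (standard error 0.16, adjusted p = 0.0476), or -0.54 with a pseudocount of 1, and the synaptophysin gene *sypb* by -0.34 (standard error 0.08, adjusted p = 0.0876). The complexin gene *cplx4a*, a gene of ribbon synapses, differed by -0.61, and *rims2b*, a gene of the active zone, by -0.56. *sv2ba*, the gene of a synaptic vesicle glycoprotein, had a difference of -0.63 (standard error 0.15, adjusted p = 0.123), and an adjusted p of 0.000771 with the block.
The difference of *bdnf*, the gene of brain-derived neurotrophic factor, was -0.76 (standard error 0.19, adjusted p = 0.129), with an adjusted p of 0.00713 with the block. Of 20 genes of monoamine synthesis and transport, 2 were lower and none was higher (10 lower when adjusted over the list alone, and 9 lower with the block). These were *tph2*, a tryptophan hydroxylase gene, with -0.70 (standard error 0.15, adjusted p = 0.0849), and *qdpra*, a gene of cofactor recycling, with -0.54. *tph1b* had a difference of -0.63 (adjusted p = 0.154, and 0.0359 with the block). The tyrosine hydroxylase gene *th* had a difference of -0.41 (adjusted p = 0.257, and 0.0592 with the block). Of 38 genes of neuropeptides and hormones, 4 were lower and *prl* was higher (16 lower and 1 higher when adjusted over the list alone, and 17 lower and 1 higher with the block). *ccka*, *scg2a* and *npvf* differed by -1.04, -0.76 and -1.28. Of 31 general neuronal genes, the intermediate filament genes *inaa* and *nefmb* were lower, by -1.41 and -0.47, and none was higher (3 lower when adjusted over the list alone, and 6 lower and 1 higher with the block).
By camera, these lists had an adjusted p of 7.34e-08 for synaptic vesicles, 1.88e-05 for monoamines, 3.57e-13 for neuropeptides and 0.00972 for general neuronal genes. With an estimated correlation the adjusted p was 0.361 for synaptic vesicles, 0.0757 for monoamines, 0.146 for neuropeptides and 0.541 for general neuronal genes. *syt5a*, *cplx4a*, *ccka* and *scg2a* were called without each library in turn. The calls of *syt1b*, *sypb*, *tph2* and *qdpra* were lost without 6 or 7 of the 8 libraries, with an adjusted p of up to 0.165, 0.259, 0.259 and 0.261. Those of *sypb*, *qdpra* and *nefmb* were lost with no trend as well (adjusted p = 0.162, 0.126 and 0.111). Those of *rims2b* and *npvf* were lost without control 3 (adjusted p = 0.108) and without control 2 (adjusted p = 0.121). *inaa* lost its call without control 2, control 3 or mutant 2, and *nefmb* without 5 of the libraries, with an adjusted p of up to 0.12 and 0.206. *bdnf* and *tph1b* were called without control 1 (adjusted p = 0.0155 and 0.0603), and *sv2ba* without control 4 (adjusted p = 0.0485) or mutant 1 (adjusted p = 0.0995).

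**Figure D2:**
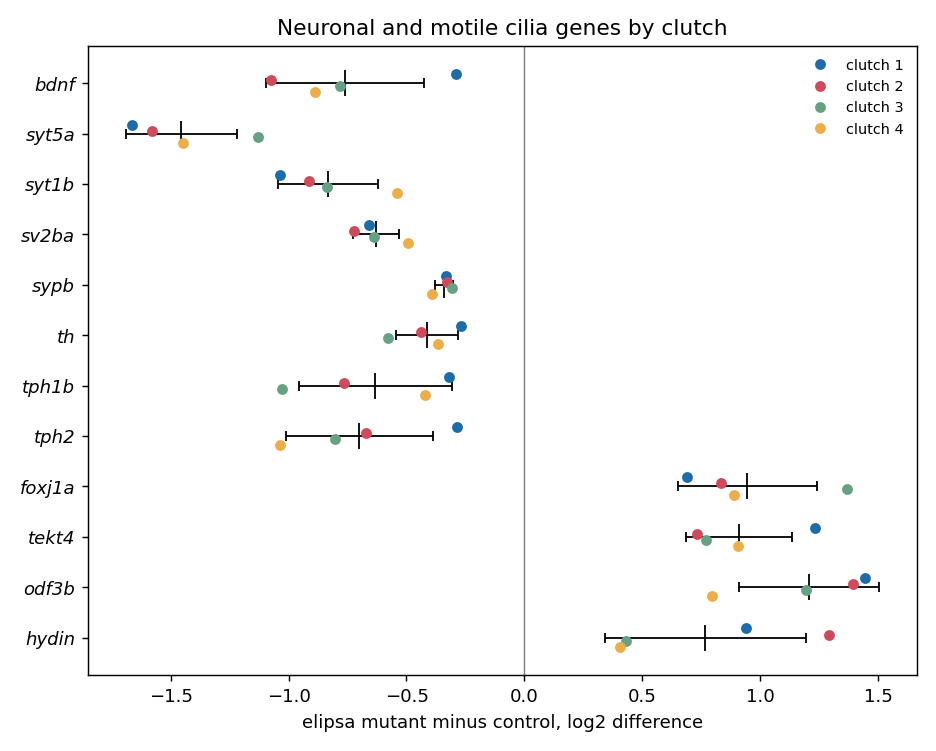
Log2 difference, *elipsa* mutant minus control, of 8 neuronal genes and 4 genes of motile cilia within each clutch. Points are clutches, and black marks are the mean and SD of 4 clutches. The mean is -1.46 for *syt5a* and 0.95 for *foxj1a*.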

In fact, most genes associated with motile cilia function, e.g., the master regulator of motile ciliogenesis *foxj1a* and some of its target genes,^30^^,^^73^ were upregulated (Figure 4C2, red highlight), suggesting a potential genetic compensation mechanism as observed in the *ccdc103* (also known as *smh*) and *rpgrip1l* mutants.^51^^,^^74^ Among genes associated with the GO terms “neurological system process” and “neuron part”, we identified that genes encoding for the grow factor brain-derived neurotrophic factor (*bdnf*),^75^ various synaptic proteins (*synaptotagmin*, *synaptic vesicle glycoprotein 2b*, *synaptophysin b*) and enzymes involved in serotonin and catecholamine production (*tyrosin* and *tryptophan hydroxylase*) were downregulated (Figure 4C3, red highlights). 

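Some target genes of hedgehog signaling were lower in *elipsa* mutants, while its mediators moved in both directions. Of 29 measured hedgehog target genes, 7 were lower and none was higher (12 lower and 2 higher when adjusted over the list alone, and 13 lower and 2 higher with clutch as a block), with a median log2 difference of -0.28. By camera, this list had an adjusted p of 1.19e-09, and was not called with an estimated correlation, also without a clutch term (adjusted p = 0.361). The mean of the list was 4.26 in control 1 and 3.88 in the other controls, and within clutches the mean difference was -0.39, -0.51, -0.35 and -0.55. *gli1*, which encodes a transcription factor and target of the pathway, was 4.74 ± 0.14 (SD, n = 4) in controls and 3.93 ± 0.18 (SD, n = 4) in mutants, a log2 difference of -0.81 (standard error 0.11, adjusted p = 0.0101 from limma). *hhip*, the gene of a hedgehog-binding protein, differed by -1.02 (standard error 0.10, adjusted p = 0.00148). The forkhead genes *foxl1*, *foxf2a* and *foxf2b* of the visceral mesenchyme differed by -2.03, -1.64 and -1.90.
Of 31 genes of hedgehog ligands, receptors and transducers, 3 were lower, *hhip* and *gli1* among them, and *gli2a* was higher (4 lower and 6 higher when adjusted over the list alone, and 4 lower and 7 higher with the block). *gli2a*, which lies 89 genes from *traf3ip1* in gene order, was higher by 0.40 (standard error 0.09, adjusted p = 0.0877). *ptch1* had a difference of -0.30 (standard error 0.08, adjusted p = 0.182), and an adjusted p of 0.0116 with the block. *gli2b* had a difference of 0.32 (standard error 0.11, adjusted p = 0.289), and an adjusted p of 0.0804 with the block. *gli3* (0.18) and *smo* (0.15) were not called with or without the block.
Camera did not call the list of ligands, receptors and transducers (adjusted p = 0.68). The call of *gli2a* was lost without any one of the libraries except control 1, with an adjusted p of up to 0.263, with no trend (adjusted p = 0.153) and re-centred on housekeeping genes (adjusted p = 0.13), and that of *foxf2a* without control 2 or mutant 2 (adjusted p of up to 0.128). *gli2b* was called without control 1 (adjusted p = 0.088).

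**Figure D3:**
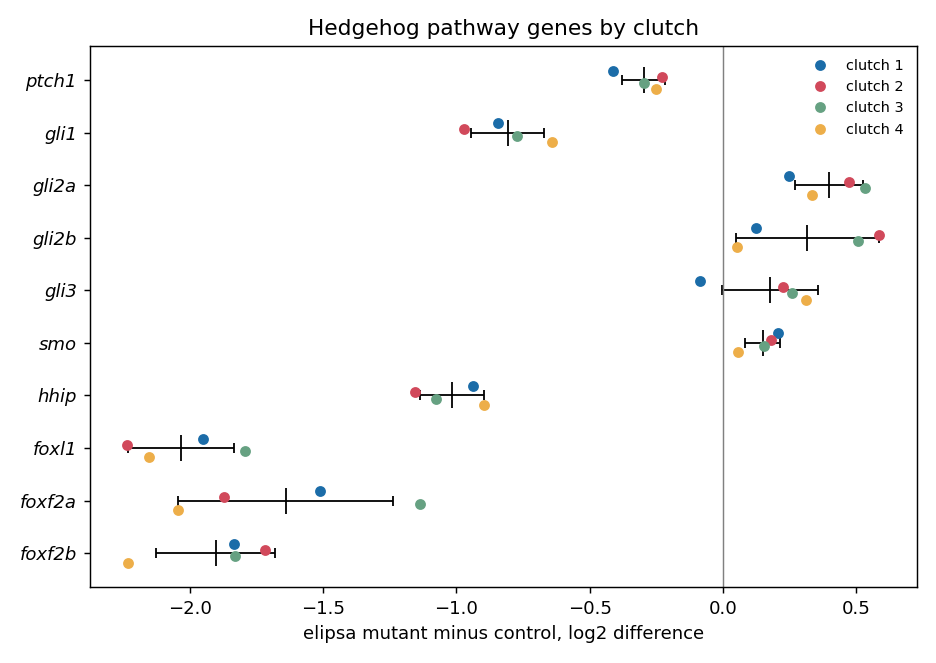
Log2 difference, *elipsa* mutant minus control, of 10 genes of the hedgehog pathway within each clutch. Points are clutches, and black marks are the mean and SD of 4 clutches. The mean is -2.03 for *foxl1* and 0.40 for *gli2a*.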

Finally, genes involved in common cilia-related signaling pathways especially the sonic hedgehog pathway were differentially regulated suggesting a dampened sonic hedgehog pathway^15^^,^^17^ (Figure 4C4). 

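Gene lists of the retina other than those of photoreceptors held few called genes. None of 13 measured genes of bipolar cells, 19 of ganglion, amacrine and horizontal cells, 13 of Muller glia and retinal pigment epithelium and 23 of the lens was called by limma over all genes. At an unadjusted limit of 0.05, 1 gene of bipolar cells was higher, 2 of ganglion, amacrine and horizontal cells were lower, 4 of Muller glia and pigment epithelium were lower and none of the lens differed. When adjusted over the list alone, 4 genes of Muller glia and pigment epithelium were lower and none of the other 3 lists was called. With clutch as a block, 2 genes of bipolar cells were higher, 3 of ganglion, amacrine and horizontal cells were higher and 2 lower, and 5 of Muller glia and pigment epithelium were lower. The median log2 differences of these 4 lists were 0.07, 0.08, -0.02 and 0.03. Of 10 genes of the pineal gland, *exorh*, the gene of its opsin, differed by -1.04 (standard error 0.21, adjusted p = 0.061 from limma) and *opn1sw1*, which the list shares with cones, was the only other one called (5 lower and 2 higher when adjusted over the list alone, and 4 lower and 2 higher with the block). Camera called the pineal list (adjusted p = 0.00481), but not with an estimated correlation (adjusted p = 0.136). Camera did not call the other 4 lists, with an adjusted p of 0.833 for bipolar cells, 0.576 for ganglion, amacrine and horizontal cells, 0.125 for Muller glia and pigment epithelium and 0.84 for the lens. The list of Muller glia and pigment epithelium was called without control 4 (adjusted p = 0.0746), without mutant 2 (adjusted p = 0.0372) or over genes with a mean log2 value of at least 1 (adjusted p = 0.0586), and *exorh* was not called without control 4 or mutant 2, 3 or 4 (adjusted p of up to 0.174).
Target genes of Wnt and Notch signaling held no gene called over all genes. Of 18 Wnt target genes, none was called by limma, 4 were higher and 1 was lower at the same unadjusted limit, and 4 were higher when adjusted over the list alone (3 higher with the block). Of 22 Notch target genes, none was called by limma, 4 were higher at the unadjusted limit, and 1 was higher when adjusted over the list alone (5 higher with the block). Their medians were 0.14 and 0.14. Camera called both (adjusted p = 0.0139 for Wnt and 0.0369 for Notch), and neither with an estimated correlation (adjusted p = 0.285 and 0.735). The Notch list was not called without control 3, control 4 or mutant 1, with an adjusted p of 0.148, 0.108 and 0.577, and it was high in both libraries of clutch 1.

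**Figure D4:**
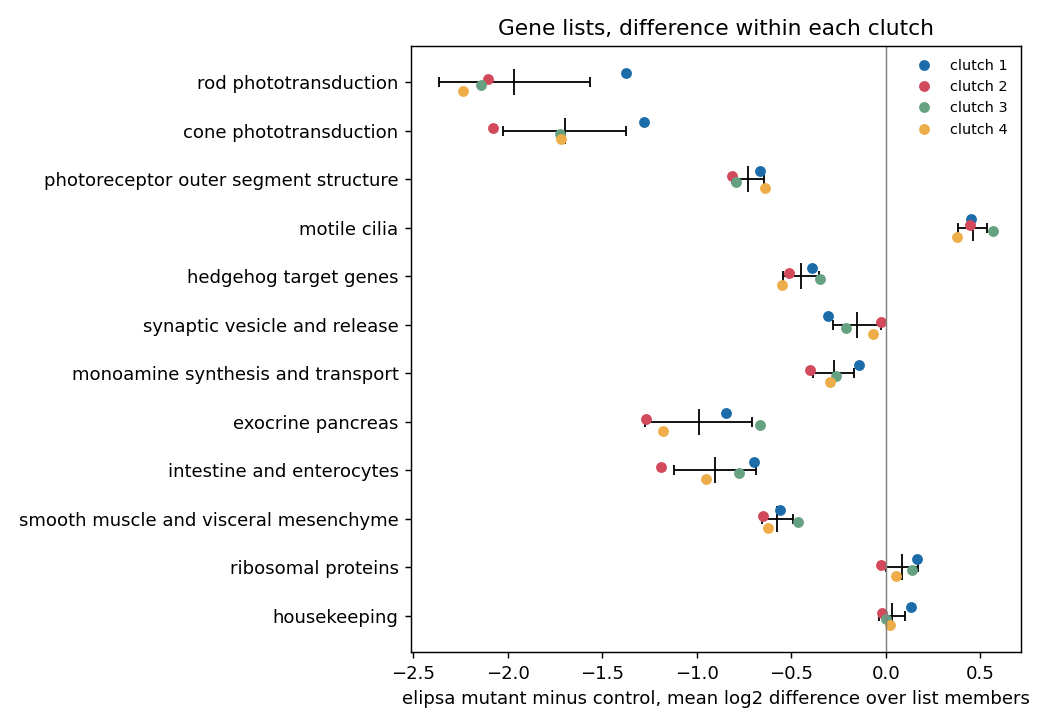
Mean log2 difference, *elipsa* mutant minus control, over the members of 12 gene lists within each clutch. Points are clutches, and black marks are the mean and SD of 4 clutches. The mean is -1.97 for rod phototransduction, 0.46 for motile cilia and -0.45 for hedgehog target genes.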

Overall, our transcriptomics findings highlight a potential retinal defect in *elipsa* mutants and the influence of cilia defects on specific signaling pathways like sonic hedgehog.

**Figure 4:**
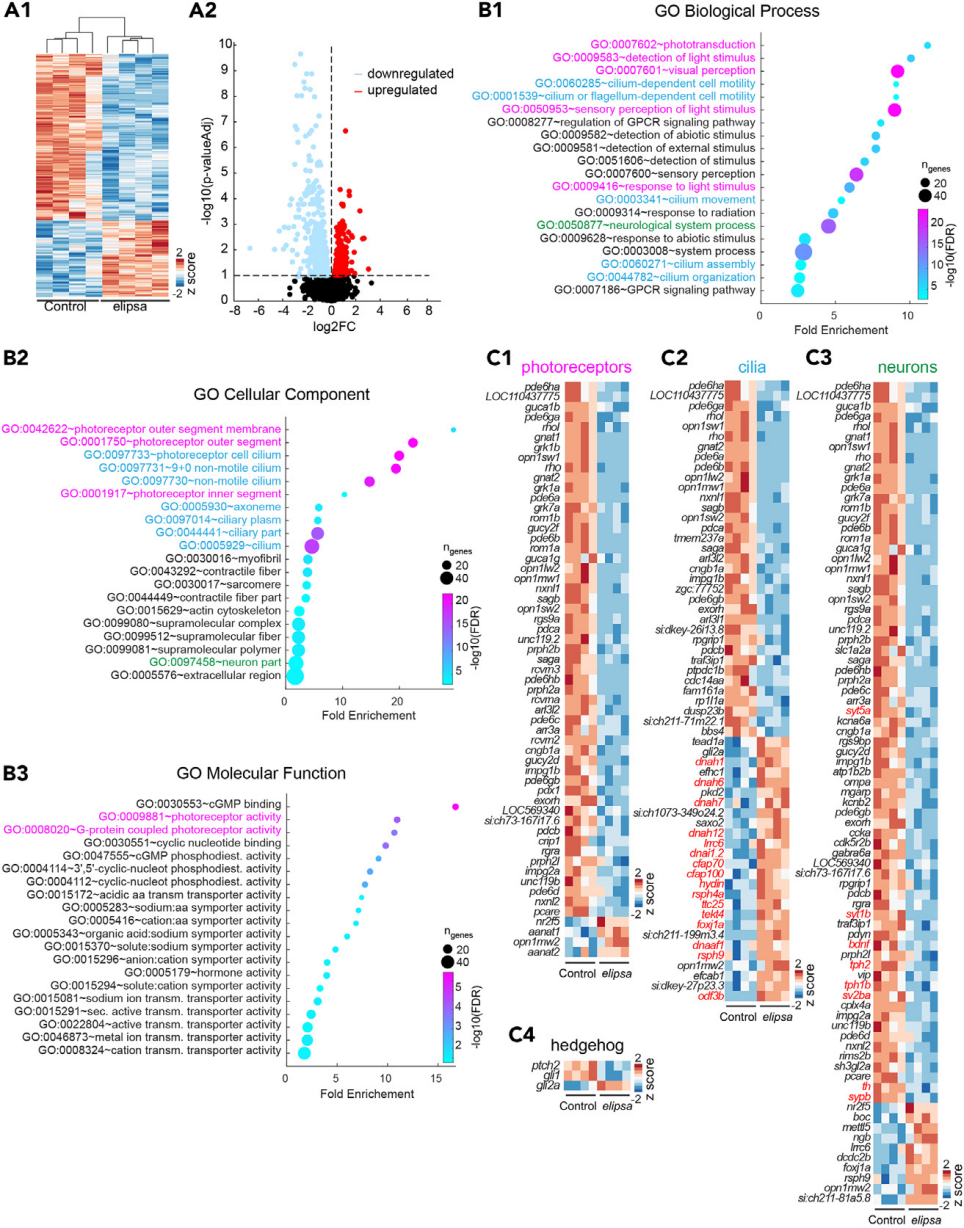
Transcriptomic analysis reveals altered expression of genes involved in phototransduction (A1) Heatmap of expression of differentially expressed genes (DEGs) from control and *elipsa* 4dpf whole larvae (*n* = 4 RNA preparation obtained from circa 30 elipsa and sibling controls) shown as *Z* score of log2-normalized read counts. Increased expression is represented with red and decreased expression with blue. A total of 702 (220 upregulated and 482 downregulated) DEGs were identified based on a threshold of *p*-value adjusted of 0.1. (A2) Volcano plot showing the DEGs in *elipsa* as compared with control. The horizontal dotted line indicates the adjusted *p*-value of 0.1. The vertical dotted line separate upregulated (red) and downregulated (blue) DEGs. (B) Top 20 Gene Ontology (GO) biological process (B1) cellular component (B2) and molecular function (B3). Genes associated with GO terms related to phototransduction (magenta), cilia (blue) and neuronal process (green) are represented in (C1–C3). (C) Heatmaps showing expression of DEGs (represented as *Z* score of log2-normalized read counts) associated with (C1) photoreceptor and light detection GO terms (magenta highlights in B1-B3), (C2) cilia GO terms (blue highlights in B1-B2), (C3) neuronal process (green highlight in B1-B2), and (C4) hedgehog signaling (receptors *smo* and *ptch1-2* and transcription factors *gli1-3*). Red highlights show genes associated with motile cilia function in (C2) and genes of interest in (C3). See also Figure S3, Tables S1 and S2.

### Cilia defects in *elipsa* larvae result in morphological and physiological defects in the photoreceptor layer

Since our transcriptomic analysis revealed downregulation of genes involved in phototransduction implying possible defects with the retina, we next sought to assess the morphology and physiological activity of the mutant’s retina. Notably, primary cilia were shown to play a crucial role in the formation and maintenance of photoreceptor outer segments in the vertebrate retina.^9^ In line with this, prior work in the *elipsa* mutant identified a progressive degeneration of the photoreceptor outer segments at 5 dpf, with no morphological difference at 3 dpf.^63^ Here, we aimed to analyze the retinal phenotype at 4 dpf when mutant larvae remain relatively healthy beside their curved body axis. To this end we prepared retinal cryosections of 4 dpf control and *elipsa* larvae (Figures 5A1 and 5B1) and stained them using the lipophilic DiI dye. In comparison to the control larvae which had intact elongated outer segments (Figure 5A2), the outer segments of the *elipsa* larvae were shortened (Figure 5B2). Besides the photoreceptors, we did not observe major defects in the layering of the retina in both groups. Yet, we identified abnormal axonal projections from the retinal ganglion cells to the tectum near the optic chiasm in larvae with impaired cilia upon DiI injections (Figures 5C1, 5C2, and S4A1–S4B6). Although all *elipsa* mutants displayed correct contralateral projections, the retinal ganglion cells commonly had circumvoluted tracts at the region of the optic chiasm (Figure 5C2). Since we did not analyze in detail the axonal projection within the tectal neuropil, we cannot exclude mispatterning of the retinal ganglion axonal terminals. Next, we investigated visual function by electroretinography (ERG) in 4 dpf larvae (Figures 5D1 and 5D2), using a train of 1-second-long blue light stimuli. We observed a complete absence of ERG signals in all analyzed *elipsa* as compared to controls. Taken together our results identified that cilia loss in the *elipsa* leads to morphological defects and loss of electrical activity in the retina already at 4 dpf.

**Figure 5:**
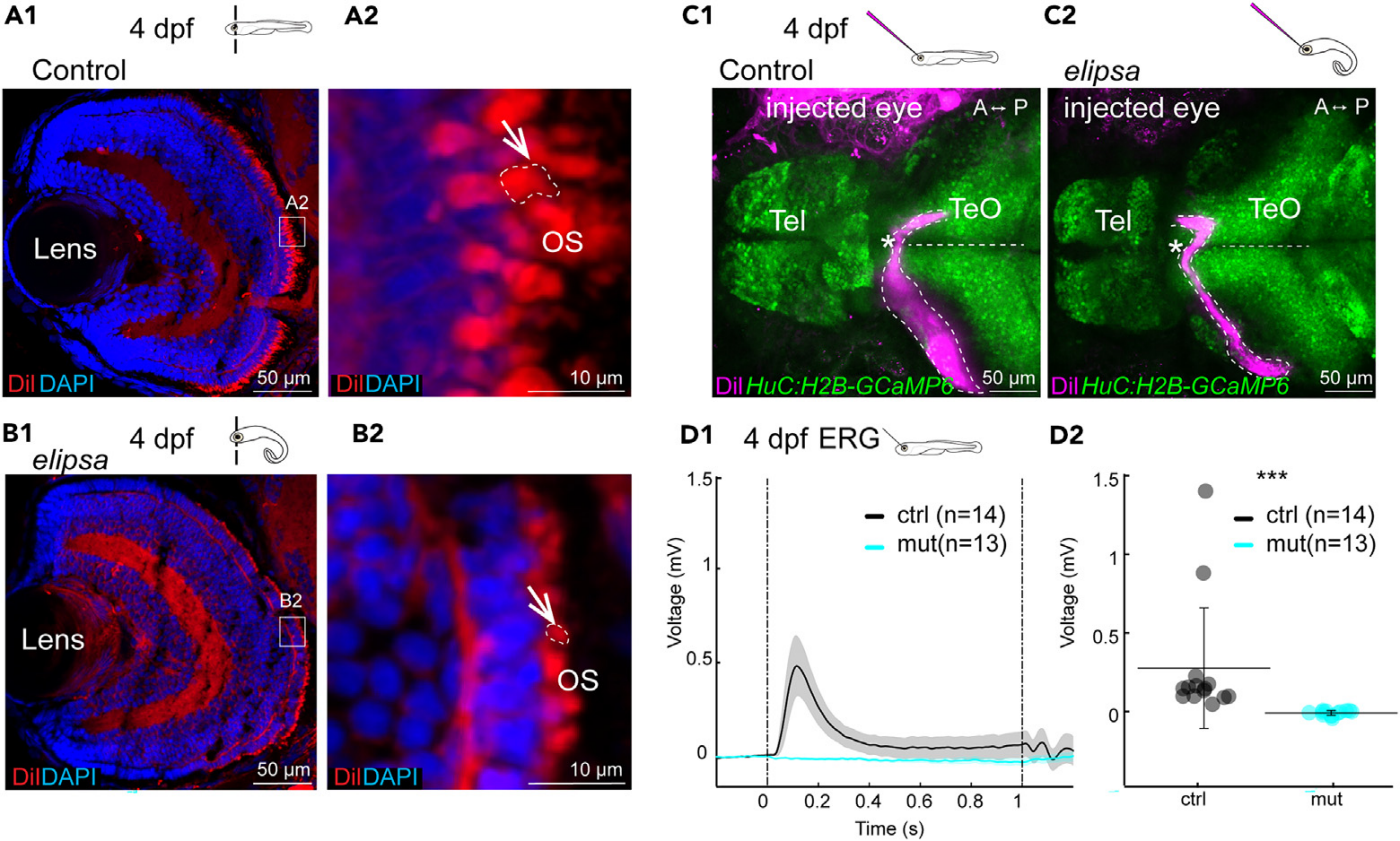
*elipsa* mutants display morphological defects of the photoreceptor outer segments and no retinal electrical activity (A1–B2) DiI staining of 4 dpf retina cryosection to stain the outer segments. Section through the whole retina or the photoreceptor layer of a representative control (A1-A2) and *elipsa* (B1-B2). Shortened outer segments (OS) are indicated using arrow and dashed lines. *n* = 10 controls and 12 mutants. (C1-C2) DiI injection into the eye at 4dpf to stain the axonal connections (represented in dotted lines) which cross the midline and innervate the contralateral optic tectum. Here is shown a representative control (C1) and *elipsa* (C2). Note that in the *elipsa* mutant the axonal tract goes posterior prior to returning to the optic chiasm. ∗ indicates region of optic chiasm. *n* = 9 controls and 8 mutants. See Figure S4 for additional examples. (D1-D2) Electroretinography (ERG) recordings in a 4 dpf retina. D1 Average response of electrical activity (+/− standard error of the mean as the shaded region) to 1 s light stimulation for control (black) and mutant (cyan). D2 Average electrical responses for the 200 msec following the light ON stimulus for all control fish (black) and *elipsa* mutant (cyan) showing no activity in the mutant. ∗∗∗: *p* < 0.001 according to Wilcoxon Rank-Sum test. Mean+/− standard deviation is indicated on scatterplots. *n* = 14 controls and 13 mutants. Tel, Telencephalon; Teo, Optic Tectum. See also Figure S4.

### Reduced photic-induced neural activity in all brain regions of cilia-deficient larvae

To identify the impact of cilia defects on neuronal activity, we performed volumetric two-photon calcium imaging in 4 dpf *elipsa* larvae expressing the nuclear calcium indicator H2B-GCaMP6s in all differentiated neurons (Figure 6A1).^76^ We performed 40 min-long recordings consisting of spontaneous activity, followed by a series of photic stimulations that measure visual responses and can trigger seizure-like activity.^77^ We recorded 8 planes, used five light flashes of 1 min each and collected data from four specific brain areas: the telencephalon, optic tectum/thalamus, habenula, and hindbrain (Figure 6A2). Upon sorting cells based on k-means clustering, we observed distinct clusters of neurons exhibiting either enhanced, reduced or unchanged activity during photic stimulations, as shown by the representative examples (Figures 6A3 and 6A4). To quantify neuronal response, we averaged the 5 photic stimulations and analyzed the neuronal activity during the light ON and OFF responses separately. We first examined the average activity of all neurons and found significantly reduced response for both ON (Figures 6B1–6B5) and OFF (Figures 6C1–6C5) conditions. In the controls, the optic tectum and hindbrain displayed the strongest responses to light flashes, while the telencephalon and habenula displayed comparatively minimal responses (Figures 6B2 and 6C2). By computing the response amplitude for all cells in both light ON and OFF conditions (Figures 6B3 and 6C3), we observed reduced neuronal activity in most brain areas of the *elipsa* mutants. Notably, the tectum and hindbrain neurons exhibited reduced amplitudes for the light ON response condition (Figure 6B3), while all brain regions displayed lower amplitudes for the OFF condition (Figure 6C3). We then identified whether cells were generally less active or whether there were fewer responding cells. To determine the responding cells, we analyzed 10 s after the light stimulus and categorized cells with a mean amplitude greater than 2 standard deviations of the baseline as responding (as described in the methods). Our findings revealed a significant reduction in the number of activated cells across all brain regions for both light ON (Figure 6B4) and OFF conditions (Figure 6C4). Moreover, we noted significant decrease in the number of inhibited cells in the telencephalon and optic tectum for the light ON condition (Figure 6B5) and only in the optic tectum for the light OFF condition (Figure 6C5).

**Figure 6:**
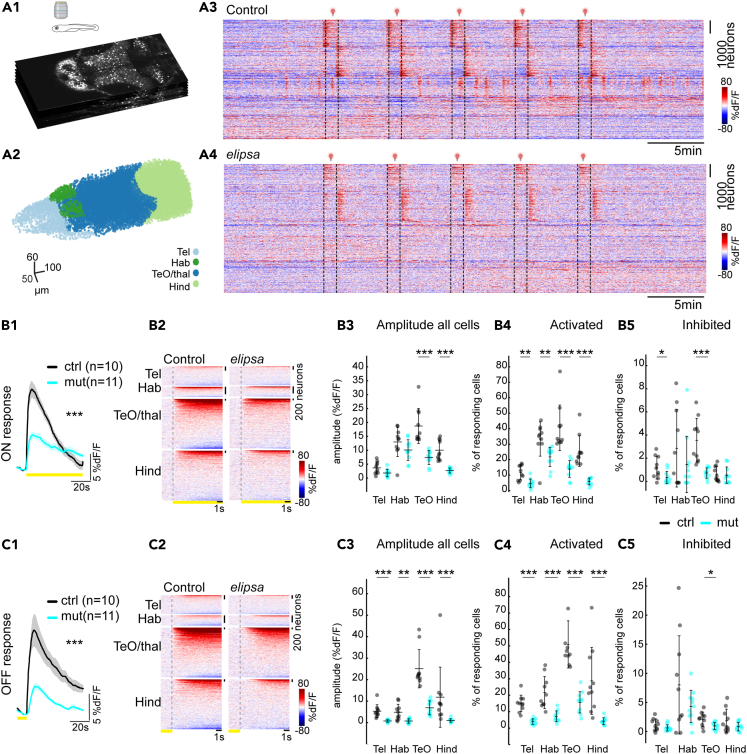
Reduced photic-induced neural activity in the brain of *elipsa* mutants (A1) Optical sections of multiplane recording of a transgenic zebrafish larva expressing nuclear GcaMP6s in all neurons *Tg(elavl3:H2B-GcaMP6s)*^*jf7Tg*^. (A2) Segmented nuclei from different brain regions, which were identified based on anatomical landmarks, are color coded. (A3-A4) Neuronal activity represented as change of fluorescence (dF/F) in one representative control and mutant larvae. Traces were sorted based on their activity using k-means clustering (warm color represents higher calcium signals). (B1, C1) Neural responses to light stimulation for control (black) and mutant (cyan) averaged over 5 trials of photic stimulations for ON (B1) and OFF (C1) response conditions (+/− standard error of mean as the shaded region trace). (B2, C2) Activity of neurons per brain regions during ON (B2) and OFF response (C2) for representative examples (warm color represents higher calcium signals). (B3, C3) Average amplitude of all cells during ON (B3) and OFF (C3) response for control (black) and mutant (cyan), amplitude was significantly reduced in TeO and Hind regions for ON response and all brain regions for OFF response. (B4, C4 and B5, C5) % of cells that are activated during ON (B4) and OFF response (C4) and inhibited during ON (B5) and OFF response (C5). ∗: *p* < 0.05, ∗∗: *p* < 0.01, ∗∗∗: *p* < 0.001 according to Wilcoxon Rank-Sum test. Mean+/− standard deviation is indicated on scatterplots. *n* = 10 controls and 11 mutants, control (black) and mutant (cyan). Tel, Telencephalon; TeO, Optic Tectum; BS, Brainstem; Hind, Hindbrain.

We previously identified that photic stimulation serves as a good strategy to detect hyperexcitability and trigger seizures in epilepsy models.^77^ We did not observe any epileptic seizures in the 11 mutant animals analyzed, suggesting that ciliary loss does not lead to the occurrence of seizure in the *elipsa* mutants at 4 dpf.

Taken together, our results using photic stimulation show that mutant animals exhibit reduced light-evoked neuronal activity in the entire brain, which aligns well with their retinal dysfunction. Interestingly, we measured residual neuronal activity throughout the brain of *elipsa* mutants despite the absence of ERG responses, suggesting that non retinal light-sensitive pathways remain at least partially active upon ciliary defects.

### Reduced spontaneous activity upon cilia defects in *elipsa* mutant larvae

We next sought to investigate the impact of ciliogenesis defects on spontaneous brain activity. To this end, we quantified ongoing brain activity in control and *elipsa*. As shown in a representative example where neuronal activity was sorted based on their similarities using the rastermap,^78^ *elipsa* mutants showed generally less activity in all brain regions (Figures 7A1–7A4). Next, we measured the activity of cells by quantifying the percentage of time they spent above a threshold (see STAR Methods) and generated an average cumulative frequency distribution for each brain regions. Our analysis showed that significantly fewer cells were highly active (active more than 50% of the time) in all brain regions in mutant animals (Figures 7B1–7B4 and S5A1–S5D2). Concurrently, more cells were inactive (active less than 10% of the time) in the mutant (Figures 7B1–7B4 and S5A1–S5D2). Furthermore, we investigated whether cells were differently correlated with each other. To this end we calculated the mean Pearson’s correlations as a function of the distance between pairs of cells within distinct brain regions. Our results identified that neurons that are closer to each other have higher positive correlations. Notably, we calculated mean correlations of 0.1–0.2 depending on the brain region, which are consistent with previous reports.^79^^,^^80^^,^^81^ Our analysis also revealed significantly less positive and negative correlation between nearby cells in the *elipsa* mutants (Figures 7C1–7C4 and S5E1–S5H2). Altogether our results reveal that in absence of cilia neurons are less active and less correlated with each other, thereby emphasizing an important role of cilia in establishing functional neural networks in the zebrafish brain.

**Figure 7:**
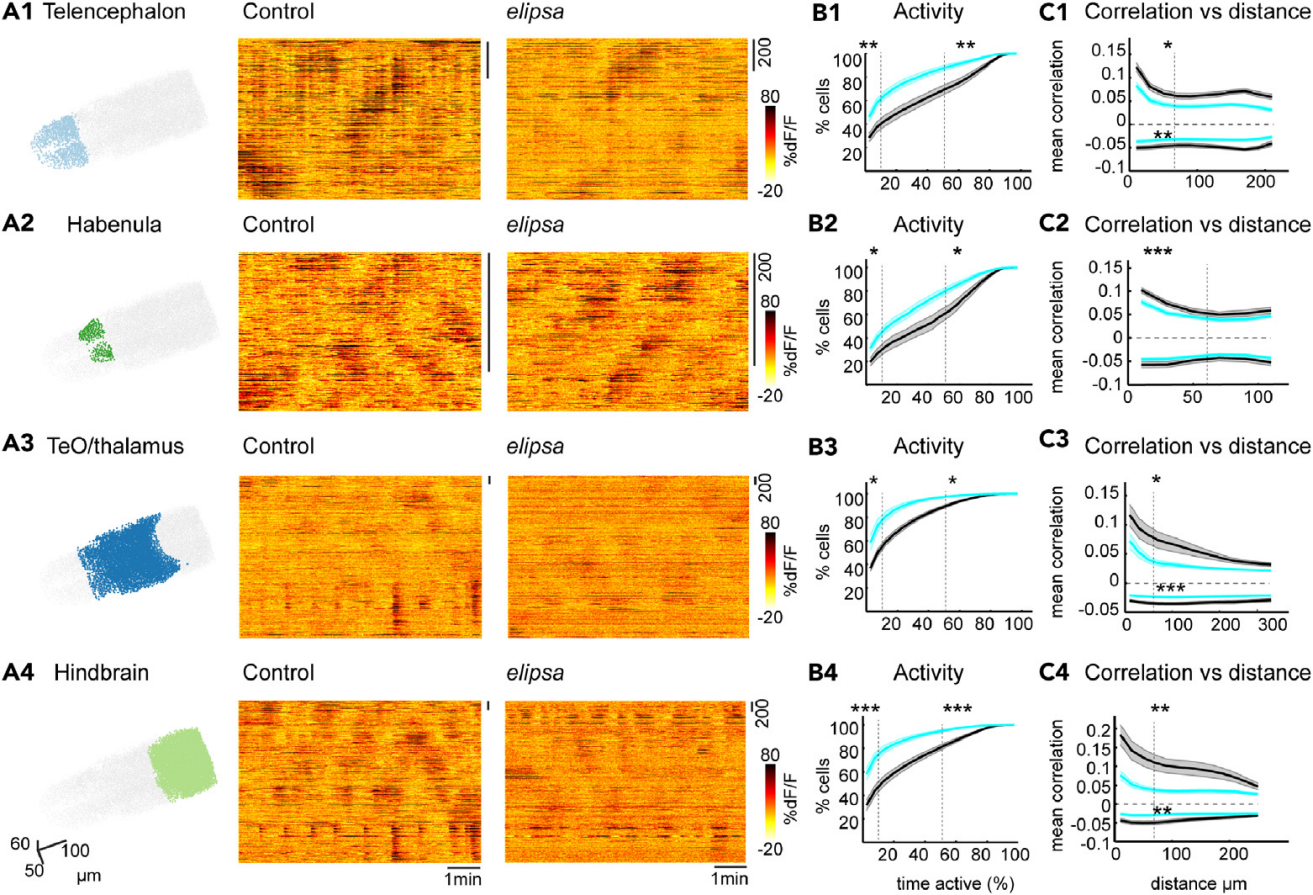
Reduced ongoing spontaneous activity and correlation in the *elipsa* mutants (A1–A4) Three-dimensional representation of segmented neurons and their activity for one representative control and *elipsa* for the Telencephalon (A1), Habenula (A2), TeO/thalamus (A3) and Hindbrain (A4). Dark color represents higher dF/F signals. (B1–B4) Average cumulative frequency distribution graphs showing the percentage of activity of neurons in Telencephalon (B1), Habenula (B2), TeO/thalamus (B3) and Hindbrain (B4), for control (black) and *elipsa* (cyan). (+/− standard error of mean as the shaded area). Dotted lines indicate activity below 10% and above 50%. (C1–C4) Mean Pearson’s correlation versus distance graphs showing positive and negative correlation between cells in Telencephalon (C1), Habenula (C2), TeO/thalamus (C3) and Hindbrain (C4), for control (black) and mutant (cyan). Significance tests for the correlation were computed for cells located within 60 μm indicated by the dotted line on the X axis. ∗: *p* < 0.05, ∗∗: *p* < 0.01, ∗∗∗: *p* < 0.001 according to Wilcoxon Rank-Sum test. *n* = 10 controls and 11 mutants. See also Figure S5.

## Discussion

Cilia have been associated with a wide variety of functions in the developing brain, from neuronal proliferation and differentiation to axonal pathfinding and neuromodulation. Yet, how alterations in cilia-related neurodevelopmental processes impact brain activity have remained understudied. Moreover, despite zebrafish being a very common and powerful model to study cilia dysfunction, there have been limited reports on the function of cilia in the zebrafish brain. In our study, we took advantage of the small size of the zebrafish brain and its genetic toolbox to show that ciliary defects after neurulation alter brain development and the establishment of functional neural circuits using whole brain calcium imaging.

In our study, we chose specifically a zebrafish mutant line, *elipsa*/*traf3ip1* encoding for ift54, which has been studied earlier in the context of the retina, auditory hair cells, olfactory sensory neurons, spinal canal, brain ventricles, and pronephros.^48^^,^^62^^,^^63^^,^^82^^,^^83^ In agreement with these prior works, we identified cilia defects in the brain of *elipsa* mutants at stages following neurulation. Notably, we did not observe obvious ciliary defects in earlier developmental stages when the neural keel and Kupffer’s vesicle are established. The presence of cilia in the mutants at the 10 somites stage is most probably due to the maternal contribution of transcripts. Since we discovered that the mutant embryos start to show defects between 13 hpf and 30 hpf, our observations indicate that ciliogenesis initially takes place but is subsequently impaired during brain development and explain the absence of neural tube patterning defects in the *elipsa* mutant brains.

To date, cilia defects were mainly shown to lead to brain malformations in rodent models and human ciliopathy patients. These include abnormalities in the organization and connectivity of neurons and altered neuronal migration in various brain structures including the cortex, cerebellum, and hippocampus.^10^^,^^19^^,^^84^^,^^85^ In our study, we found that impairment of ciliogenesis had significant consequences for brain development also in zebrafish. We observed not only size differences for the telencephalon, optic tectum, and hindbrain but also malformations in the cerebellum along with disrupted axonal tracks and reduction in Purkinje cell numbers in the cerebellar regions. These findings align well with the phenotype of patients affected by Joubert’s syndrome^56^^,^^57^ which displays absence or underdevelopment of the cerebellar vermis as well as a malformed brain stem.^59^^,^^60^^,^^86^^,^^87^^,^^88^^,^^89^ Of note, cerebellar defects have only been described in a single zebrafish mutant so far, carrying a loss of function allele in the Joubert gene *arl13b*.^71^^,^^86^^,^^90^ Notably, our results in the *elipsa* mutants are similar to the ones reported for the Joubert gene *arl13b* mutant zebrafish.^90^ By characterizing cerebellar malformation in the *elipsa* mutant, our findings are therefore opening new avenues for understanding cilia-related control of cerebellar development in Joubert’s syndrome using zebrafish as model system.

Since cilia serve as vital structures for the regulation of the cell cycle,^14^^,^^91^^,^^92^ we aimed to identify if the reduced brain size in our cilia mutant related to problems in cell proliferation. We did not observe any reduction in number of dividing cells but rather a significantly higher number of dividing cells in one specific brain area, the optic tectum. Some neural progenitors in the optic tectum are of neuroepithelial characteristics in contrast to the radial glia of the telencephalon.^93^^,^^94^^,^^95^ Therefore, it is possible that distinct types of neural progenitors are differentially affected by ciliary dysfunction and call for future work on identifying the molecular mechanisms underlying these differences. Furthermore, although the number of dividing cells and tectal neurons were increased in the mutants, we still noticed a significant smaller tectum. Previous work in the *elipsa* mutant showed an increased cell death in the retina at 4 dpf.^63^ Given these results it is possible that apoptosis is also increased in the brain of the *elipsa* mutant which could explain the reduced brain size.

Our transcriptomic analysis mainly uncovered genes linked to phototransduction and the formation of the outer segments of the retina. These results corroborated well with the photoreceptor abnormalities that we characterized, including a significant reduction in the size of outer segments and loss of retinal electrical activity. Our findings are consistent with previous work,^63^ which described the impact of the *elipsa* mutation on the structure and function of the retina at 5 dpf. It is important to note that despite observing a fully penetrant retinal dysfunction at 5 dpf, this study did not report any apparent morphological abnormalities at 3 dpf,^63^ supporting the fact that cilia-related retinal defects are usually progressive and worsens over time. We now provide further evidence that the retina is already affected at 4 dpf, a developmental stage when larvae remain relatively healthy to be analyzed in depth for neuronal function.

To analyze the impact of ciliary defects on brain physiology, we used volumetric two-photon calcium imaging and measured spontaneous and light-induced neuronal activity. In zebrafish, light stimulation elicits neuronal responses in various brain regions. These include the visual center known as the optic tectum,^96^ the thalamus,^97^ which receive direct input from the retinal ganglion cells, and their downstream projections to the habenula,^98^^,^^99^ telencephalon and hindbrain.^97^ In line with retinal defects, we observed a significant decrease in the light response across all brain regions in *elipsa* larvae. Notably, we did not observe a complete loss of light-induced neuronal activity in the *elipsa* mutants. This could be related to a potential residual photoreceptor activity in the mutant, which were too small to be detected by ERG, or non-retinal light responses. The pineal gland, a ciliated organ located dorsally above the telencephalon,^100^^,^^101^ may be involved, although one could expect that cilia loss would affect the pineal responses too. Alternatively, it has been reported that specific population of neurons express light-responsive opsins, which regulate animal behavior.^102^^,^^103^^,^^104^ These neurons may therefore be involved in the light responses that remained in the *elipsa* mutants. One prior report identified that *elipsa* morphants^105^ displayed altered proliferation of retinal progenitors and survival of RGCs. Therefore, it is possible that the reduced light-evoked neuronal activity in the *elipsa* mutants stems from an accumulation of developmental defects, loss of outer segments and reduced photoreceptor activity.

Our investigation into spontaneous activity^79^^,^^80^^,^^106^ revealed notable differences in the *elipsa* mutants including significant reduction in the number of active cells and correlation between cells. These differences can stem from the neurodevelopmental defects that we have observed. Since spontaneous activity can play a role in maturation of functional circuits, and refinement of axonal projections,^107^^,^^108^ it is possible that the reduced spontaneous activity further exacerbates defects in neuronal development and gene expression. Altered spontaneous activity in the brain is observed in various conditions, including neurodevelopmental disorders, neurodegenerative diseases, or brain injuries, which usually manifest with intellectual disabilities or cognitive impairments.^109^^,^^110^ Notably, ciliary dysfunction in Joubert and Bardet-Biedl syndromes is commonly associated with intellectual disabilities,^54^^,^^55^^,^^58^^,^^61^ suggesting that it may originate from altered spontaneous activity. Primary cilia have been associated with neuronal migration, axon guidance and synapse formation.^10^^,^^20^^,^^21^^,^^22^^,^^23^^,^^24^^,^^25^^,^^26^^,^^27^ Alterations in these processes may collectively explain the reduced spontaneous activity that we observed in *elipsa* mutants. Overall, while the precise link between cilia and spontaneous activity in the brain is not fully established, future experiments manipulating cilia dynamics in specific neurons will be able to uncover the specific molecular mechanisms controlling cilia-dependent brain activity.

Ciliopathy syndromes including Joubert and Bardet-Biedl syndrome are associated with epilepsy,^54^^,^^55^^,^^61^ which is a neurological disorder characterized by recurrent seizures. The exact mechanisms underlying the association between ciliopathies and epilepsy are not fully understood and may vary depending on the specific syndrome. While our study revealed cilia-related neurodevelopmental defects, we did not observe any spontaneous or light-evoked epileptic seizures in the *elipsa* mutant larvae. This may be related to the analyzed developmental stage, 4 dpf, which may be too early to detect seizure-like activity. Indeed, while some zebrafish epilepsy models, including the mutant carrying a loss-of-function mutation in the glutamate transporter *eaat2a*, were shown to already display seizures at 5 dpf,^111^ other models develop seizure only at the juvenile stages like the GABA A receptor mutants.^112^^,^^113^ Alternatively, one could argue that reduced retinal activity could prevent light-induced hyperexcitability in the *elipsa* mutant. Yet, the *eaat2a* mutants, which also show reduced retinal activity,^114^ display strong photic-induced epileptic seizures.^77^^,^^111^

In summary, our results demonstrate that cilia defects post neurulation have impacts on the development of functional neural circuits and lead to altered neuronal activity in the larval zebrafish brain. We are confident that this study opens avenues to study the molecular mechanisms underlying cilia-related brain dysfunction in ciliopathy models and identify potential therapeutic targets.

### Limitations of the study

Due to the limited availability of antibodies labeling cilia in zebrafish, our analysis of cilia defects in neurons relied on a single marker, namely arl13b. A loss of arl13b signal in cilia does not obligatorily mean that the *elipsa* mutants lack all cilia in neurons.^115^ Yet, given the known role of *traf3ip1/ift54* in ciliogenesis, the likelihood of cilia loss is high. Future work using additional markers or electron microscopy will be able to identify potential ciliary remnants or structural defects in the *elipsa* mutant.

Another limitation of our study was that the transcriptomic analyses of *elipsa* mutant were performed on whole larvae and not specifically on the brain or defined cell types. Thus, it was not possible with our approach to obtain a precise profile of differentially expressed genes in specific cell types. However, this was unlikely to have had a major impact in our conclusions since we focused on genes related to overall brain development and signaling.

In addition, all data reported in our study were obtained at larval stages up to 4 dpf. We could unfortunately not record data from older animals since mutant zebrafish with ciliogenesis defects, including *elipsa* mutant, typically display a curled tail and do not survive to adulthood. Recent work revealed that the Joubert syndrome gene *cc2d2a* mutant zebrafish displayed locomotory and postural defects,^71^ hinting at underlying abnormalities in neuronal activity and circuit function in this mutant. Future work using cell-specific manipulation of cilia will be critical to pinpoint the precise function of cilia in different cell types of the brain. Besides, a more detailed analysis of the glutamatergic populations and the connectivity of neuronal populations in the cerebellum is needed to better understand the impact of cilia defects on cerebellar development and physiology in the zebrafish.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal glutamylated tubulin (GT335)	Adipogen	Cat#AG-20B-0020-C100; RRID: AB_2490210
Mouse anti SV2 antibody	Developmental Studies Hybridoma Bank	Cat# 2315387; RRID:AB_2315387
Mouse anti parvalbumin antibody	Chemicon	Cat# MAB1572; RRID:AB_2174013
Rabbit Arl13b antibody	Zhaoxia Sun Lab	Duldulao et al., 2009^64^
Anti-acetylated tubulin antibody	Sigma	Cat#T7451; RRID:AB_609894
Rabbit p-Histone H3 Antibody	Santacruz	Cat#sc-8656-R; RRID:AB_653256
Alexa fluor plus Goat anti rabbit 555	Thermo Fisher Scientific	Cat#A32732; RRID:AB_2633281
Alexa fluor plus Goat anti mouse 555	Thermo Fisher Scientific	Cat#A32727, RRID:AB_2633276
Alexa fluor plus Goat anti mouse 647	Thermo Fisher Scientific	Cat#A32728; RRID:AB_2633277

**Chemicals, peptides, and recombinant proteins**		

DAPI (4',6-Diamidino-2-Phenylindole, Dihydrochloride)	Thermo Fisher Scientific	Cat#D1306; RRID:AB_2629482
Trichloroacetic Acid	Baker analyzed	Cat#10385960
Microamp optical 96 well reaction plate (Applied biosystems)	Thermo Fisher Scientific	Cat#N8010560
Phosphate buffered saline	Thermo Fisher	Cat#BR0014G
Triton X-100	Merck	Cat# 1086031000
Bovine Serum Albumin (BSA)	PanReac Applied Chem	Cat#A1391
Dimethyl sulfoxide (DMSO)	Sigma	Cat#D8418
Glycerol	VWR	Cat#24387.292
Acetone	VWR	Cat#20066.296
Formaldehyde solution (PFA)	Sigma	Cat#F8775-25ml
MS-222	Sigma	Cat#E10621-60G
Proteinase K from tritirachium album	Sigma	Cat#P2308-25MG
Tris	Sigma	Cat#252859-100G
Alpha-bungarotoxin	Invitrogen	Cat#B1601
Agarose	Thermo Scientific	Cat#P17850
Sucrose	Invitrogen	Cat# 15503022
Dil stain (1,1’-Dioctadecyl-3,3,3’,3’-Tetramethylindocarbocyanine Perchlorate (‘DiI’; DiIC_18_(3)))	Invitrogen	Cat#D282
ProLong Gold Antifade Mountant	Invitrogen	Cat#P36930 (10 ml)
Trizol	Invitrogen	Cat# 15596026
Rneasy mini kit	Qiagen	Cat#74104 (50 reactions)
Rnase-Free Dnase Set	Qiagen	Cat#79254 (50 reactions)
Ethanol (molecular grade)	Merck	Cat#1.00983
Ultra LMP agar	Invitrogen	Cat#16520-100
Thin wall capillary 1 mm	World precision instruments	Cat#TW100F-4 (with filament)
Filter paper	VWR	Cat#516-0848
Flurodish	VWR	Cat# FD35PDL-100
Glass capillary	WPI	Cat# TW100F-4

**Critical commercial assays**		

KASP Assay	LGC genomics	NA

**Deposited data**		

Raw confocal stack, two-photon activity traces, electroretinograms and codes used to generate figures	This study	NIRD research data archive: https://doi.org/10.11582/2024.00035
RNA sequencing raw and processed data	This study	GEO: accession number GSE244171

**Experimental models: Organisms/strains**		

*Elipsa traf3ip1*^*tp49d*^	Omori et al., 2008^62^	RRID:ZFIN_ZDB-ALT-980413-466
*Tg(elavl3:H2B-GCaMP6s)*^*jf7Tg*^	Vladimirov et al., 2014^76^	RRID:ZFIN_ZDB-ALT-150916-4
*Tg(vglut2a:dsRed)*	Miyasaka et al., 2009^72^	RRID:ZFIN_ZDB-ALT-100505-2

**Software and algorithms**		

ImageJ/Fiji	Schindelin et al., 2012^117^	

**Other**		

Pressure injector	Eppendorf	Femtojet 4i
Confocal microscope	Zeiss	Examiner Z1; Olympus Fluoview
Two photon microscope	Scientifica	NA
Step One Real Time PCR system	Thermofisher	Cat#4376357
Sutter Laser puller	Sutter	Model P-2000
Cryostat NX 70	Thermo Scientific	NA

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Nathalie Jurisch-Yaksi ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• RNA sequencing data have been deposited on the GEO repository and are publicly available with the accession number GSE244171. All raw confocal, two-photon and electroretinogram data are publicly available on NIRD research data archive at this link https://doi.org/10.11582/2024.00035.
• All codes to plot the figures and analyze two-photon data are publicly available on NIRD research data archive at this link https://doi.org/10.11582/2024.00035.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

Zebrafish larvae were used for this study. The animal facilities and maintenance of the zebrafish, *Danio rerio*, were approved by the NFSA (Norwegian Food Safety Authority). All the procedures were performed on zebrafish were in accordance with the European Communities Council Directive, the Norwegian Food Safety Authorities. The larval and adult zebrafish were reared according to standard procedures of husbandry at 28.5°C, in 3.5 L tanks in a Techniplast Zebtech Multilinking system at constant pH 7 and 700 μSiemens, at a 14:10 hr light/dark cycle to mimic optimal natural breeding conditions. Larvae were maintained in egg water (1.2 g marine salt and 0.1% methylene blue in 20 L RO water) from fertilization to 3 dpf and subsequently in AFW (1.2 g marine salt in 20L RO water). For our experiments, the following fish line were used *elipsa/traf3ip1*^*tp49d*^ (received from J Malicki, University of Sheffield) and *Tg(elavl3:H2B-GcaMP6)*^*jf7Tg*^. Two photon calcium experiments were performed with larvae obtained from incrossing heterozygous *elipsa*^*+/-*^*;Tg(elavl3:H2B-GCaMP6s)* ^*jf7Tg*^ adult animals. Imaging of glutamatergic neurons were performed with larvae obtained from incrossing heterozygous *elipsa*^*+/-*^*; Tg(vglut2a:dsRed)* adult animals. For immunostaining and RNA sequencing, larvae were obtained by crossing heterozygous *elipsa*^*+/-*^ animals. Controls were either wild-type or *elipsa*^*+/-*^ obtained from the same breeding. Zebrafish larvae do not have genders.

### Method details

#### Genotyping

For genotyping, the samples were subjected to gDNA isolation using 100 μL PCR lysis buffer (containing 1M tris pH-7-9, 0.5 M EDTA, Triton-100 and Proteinase K 0.1mg/ml) overnight at 50°C. To stop the reaction the samples were heated to 95°C for 10 minutes. The samples were then centrifuged at 13000 rpm for 2 minutes. The supernatant containing gDNA was used for further KASP assays-based analysis. The samples were first diluted (1:2) with water. Further 3 μL of diluted sample was used for performing the KASP assay according to the manufacturer guidelines. The master mix contained 5 μL mastermix, 0.14 μL assay mix and 1.86 μL milliQ water per sample well.

#### Antibody staining and confocal imaging

##### Immunostaining of the brain with cilia specific antibodies

Larvae were euthanized and fixed in a solution containing 4 % paraformaldehyde solution (PFA), 1 % DMSO and 0.3 % TritonX-100 in PBS (0.3 % PBSTx) for 2 hours at room temperature or 4°C overnight. The larvae were washed with 0.3 % PBSTx after fixing to remove any traces of the fixing solution. For permeabilization, samples were incubated for 10 minutes at -20°C with acetone. Subsequently, samples were washed with 0.3 % PBSTx (3x10 min) and blocked in 0.1 % BSA made in 0.3 % PBSTx at room temperature. Samples were incubated with the primary antibody overnight at 4°C. The antibodies used were mouse glutamylated tubulin (GT335, 1:400, for staining motile cilia), mouse anti parvalbumin (1:500 for staining Purkinje cells), rabbit Arl13b antibody (1:200, for staining all cilia), or rabbit p-Histone H3 Antibody (1:500, for staining diving cells). On the second day samples were washed (0.3 % PBSTx, 3x1 hour) and subsequently incubated with the secondary antibody (Alexa-labelled GAM488 plus, or GAR555 plus Thermo Scientific, 1:1,000) and 0.1% DAPI overnight at 4°C. On the third day after incubation with the secondary antibody the larvae were washed (0.3 % PBSTx, 3x1 hour) and transferred to a series of increasing glycerol (made in PBS) concentrations (25 %, 50 % and 75 %). After staining the larvae were stored in 75 % glycerol at 4°C and imaged using a Zeiss Examiner Z1 confocal microscope with a 20x plan NA 0.8 objective. Multiple images were stitched using Fiji.^116^ For detailed protocol refer.^65^ For parvalbumin, arl13b and glutamylated tubulin staining, the larvae were dissected at 4dpf for better penetration of the antibody through the brain.

##### Immunostaining of the brain for acetylated tubulin and SV2 staining

The staining protocol for acetylated tubulin and SV2 staining was performed as per.^71^ The larvae were first euthanized and fixed in 2% trichloroacetic acid (TCA) for 3 hours at RT. After incubation, the larvae were washed 4 x 5 mins in PBS. They were then blocked with PBDT (PBS + 1% BSA + 0.5% Triton X-100 + 1% DMSO) + 10% goat serum for 30 minutes at RT. The larvae were then incubated in the primary antibodies anti acetylated tubulin (1:1000) and SV2 (1:400) diluted in PBDT + 2% serum overnight at 4°C. The next day the samples were washed through a series of washes of 10 mins, 15 mins, 30 mins and 1 hour with PBDT 6. The larvae were then incubated in secondary antibodies GAM plus (1:1000) and 0.1% dapi in PBDT at 4°C. The following day, samples were then washed with a series of washes of 10 mins, 15 mins, 30 mins and 1 hour with PDT (= PBS + 0.5% Triton X-100 + 1% DMSO). After staining the larvae were stored in 75 % glycerol at 4°C and imaged using a Zeiss Examiner Z1 confocal microscope with a 20x plan NA 0.8 objective. Multiple images were stitched using Fiji.^116^^,^^117^

#### Quantification of pH3^+^ cells, tectal neurons and measuring brain morphology

For quantifications, the images were acquired at equal height using the same z stack and the pH3^+^ cells were counted through the different planes for individual brain regions using the cell counter function in Fiji (https://imagej.nih.gov/ij/plugins/cell-counter.html). For measuring the number of tectal neurons, a defined ROI of *36x28 micron* was drawn on the z stack of the images using the rectangular tool in Fiji. The number of tectal neurons were then counted in the defined ROI (Figure 2D3) across control and mutant samples. The brain morphology measurements were done on Z stack using the straight-line tool in Fiji. The cell count data was normalized to the width of individual brain region. Normalization did not change the significance of the data, hence to avoid difficulty to interpret the data the raw counts (not normalized) have been presented in (Figure 2).

#### Cryo-sectioning and staining of the retina

The protocol for cryo-sectioning was adapted from.^118^ Zebrafish larvae were euthanized using ice water (4°C). The larvae were then fixed using 4% PFA in 0.3% triton-100 PBS overnight at 4°C. After fixing the samples were washed 3x1hour in PBS. The fish were embedded before cryoprotection, using a solution of 1.5% agarose and 5% sucrose solution in RO. The larvae were transferred to a cryomold, and the embedding solution was added to this mold. The fish were positioned using a pick and the solution was allowed to cool. After cooling, the mold was cut into tiny blocks (cut the corner to indicate orientation). The blocks were then transferred to storage solution (30% Sucrose in PBS) and stored in the fridge overnight at 4°C until the samples sank to the bottom of the tube. The next day, the blocks containing the samples were snap frozen with liquid nitrogen using a metal bowl with 2-methylbutane that is positioned in a Styrofoam container. Frozen samples were stored at -20°C until further use. Using a cryostat, sections of 10 μm thickness were cut at -30°C blade and chamber temperature. The sections were placed on super frost slides and stored at -20°C until further use. The cryosection slides were thawed at RT for 30 minutes. The slides were washed with PBS without detergent for 4x5 minutes to remove any traces of freezing medium. The outer segments were stained using DiI stain (5mg/ml diluted 1:100-1:200 in PBS) for 20 minutes at RT, followed by 3x5 minute washes with 1X PBS. The slides were then dried and mounted with prolong gold. The slides were left overnight to dry before imaging.

#### DiI-based tracing of retinal projection

4 dpf larvae were euthanized and then fixed with 4% PFA in PBS at 4 dpf O/N. Following 3 x1 hour washes with PBS, fish were immobilized with 1.5% LMP agarose in RO water. Injections into the eye were performed using an Eppendorf Femtojet 4i pressure injector and glass capillaries that were filled with 5 mg/ml DiI diluted in DMF. Following screening the larvae were imaged using a Zeiss Examiner Z1 confocal microscope with a 10x plan NA 0.45 objective.

#### RNA sequencing and transcriptomic analysis

RNA was isolated from larvae coming from four separate breedings using the same parental strain. Each batch was prepared by taking 30 larvae at 4 dpf in a 1.5ml tube. The control and the mutant tubes of each batch was processed at the same time to avoid variability. To lyse the samples, 500μL trizol was added and the euthanized larvae were homogenized through a 27-gauge needle until the mixture looked uniform. After adding another 500μL trizol, the samples were incubated for 5 minutes at room temperature. The larvae were then treated with 200μL chloroform, and the tube was rocked for 15secs to mix the contents. The tubes were incubated for 2 minutes at room temperature and then centrifuged for 15 minutes at 12000rpm at a temperature of 4°C. After centrifugation, the upper aqueous phase containing RNA was mixed with equal amounts of 100% ethanol and was then loaded onto an RNA spin column (Qiagen) and centrifuged for 30 seconds at 8000 rpm. The spin column was further incubated with 700μL of RW1 buffer and centrifuged for 30 seconds at 8000 rpm. The spin column tubes were then placed into a new collection tube and further treated to remove any DNA contamination by washing the tubes with 350μL of RW1 buffer followed by Dnase enzyme (Qiagen) in RDD buffer (10μL Dnase+ 70μL RDD buffer per tube) for 45 minutes at room temperature. After incubation, 350μL of RW1 buffer was added to the tubes and centrifuged for 15 seconds at 8000rpm. The tubes were then treated with 500μL RPE buffer and centrifuged for 30 seconds. This step was repeated twice, and the tubes were then centrifuged for 1 minute at 8000rpm to remove any residual buffer left in the column. For RNA extraction from the column, 30μL nuclease free water was added and incubated for 2 minutes. The tubes were then centrifuged for 1 minute at 8000 rpm to elute the RNA. The concentration of the extracted RNA was quantified using Nanodrop and the quality was analyzed by bioanalyzer. The samples were then sequenced using BGI’s DNBSEQTM Technology using the Dr Tom data visualization and analysis platform provided by BGI. The filtering of sequencing data was done using SOAPnuke, v1.5.2, using the parameters Parameters -l 15 -q 0.2 -n 0.05. The Hierarchical Indexing for Spliced Alignment of Transcripts software (HISAT2 v2.0.4 with parameters:--sensitive --no-discordant --no-mixed -I 1 -X 1000 -p 8 --rna-strandness RF) was used for mapping RNA-seq reads. We used Bowtie2^119^ (Version:v2.2.5, Parameters:-q --sensitive --dpad 0 --gbar 99999999 --mp 1,1 --np 1 --score-min L,0,-0.1 -p 16 -k 200) to map the clean reads to the reference gene sequence (transcriptome), and then RSEM^120^(Version:v1.2.8, Parameters:-p 8 --forward-prob 0 --paired-end) to calculate the gene expression level of each sample. The count matrix included genes that were selected based on their expression of average count per million of more than 1 across all samples. The resulting matrix was normalized, and log transformed using the voom algorithm from the limma package of Bioconductor.^121^^,^^122^ The heatmap (Figure 4A1) was generated in MATLAB using the inbuilt clustergram function (clustergram(matrix,'Standardize','row','Colormap',cmap)).

For performing gene ontology (GO) analysis, the differentially expressed genes having a p-adjusted value lower than 0.1 were selected and analyzed using the DAVID tool^123^^,^^124^ https://david.ncifcrf.gov/home.jsp. GOTERM_BP_FAT, GOTERM_CC_FAT, and GOTERM_MF_FAT were used with a count threshold of 5 and a EASE threshold of 0.05. We selected the top 20 GO term based on the FDR. We used as background all genes that were detected in our RNA sequencing. The output files, containing the associated genes ID, were downloaded, and processed to generate the heatmaps shown in Figures 4D1–4D4 that represent z-score data (log2 normalized read counts) for each gene across the 8 samples (4 controls and 4 mutants).

Raw data are deposited on the GEO repository with the accession number GSE244171.

#### Two photon calcium imaging

Two- photon calcium imaging was performed on 4 dpf *elipsa;Tg(elavl3:H2B-GCaMP6)* ^*jf7Tg*^. The larvae were paralyzed upon injection of α-bungarotoxin (Invitrogen BI601, 1 mg/ml) and embedded in 1.5% low melting point agarose in mounting chambers (Fluorodish, World Precision Instruments) using a plastic microcapillary tip, as described in.^44^ After 10 min of agarose solidification, 750 μL of AFW was added on top of the agarose. The mounting chamber was then allowed to stabilize under the two-photon microscope before recording. The recordings were performed in a two-photon microscope (Scientifica) using a 16× water immersion objective (Nikon, numerical aperture 0.8, Long Working Distance 3.0, plan) and a Ti:Sapphire laser (MaiTai Spectra-Physics) tuned at 920 nm. Recordings of 1536 ×512 pixels and 8 planes were acquired at a frame rate of 30.85 frames per second and a volume rate of 3.86 Hz. The total recording time was 40 minutes (74000 frames). Ongoing activity was recorded for 10 minutes in darkness, followed by 5 stimuli each of 60 seconds using a red light-emitting diode light (LZ1-00R105, LedEngin; 625 nm), at minute 10, 15, 20, 25 and 30 respectively. Animals without cerebral blood flow after the experiments were excluded from the analysis.

#### Data analysis

Two-photon microscopy images were aligned using a previously reported algorithm.^44^^,^^79^ The recordings were then screened manually to check for movement and Z drift. Unstable recordings were discarded from the analysis. All analyses were performed on MATLAB. Neurons were segmented using a pattern recognition algorithm adapted from^125^ with torus or ring shaped neuronal templates.^106^ The identified neurons were then set apart into different brain regions based on another algorithm described in^80^ (Figure 6A2). Clustering of neurons was performed using k-means clustering algorithm based on their activity.^106^ For detecting light responses, we used the 5 seconds of fluorescence preceding the stimuli as baseline and average of the 5 stimuli for each neuron. The 5s baseline was used to calculate dF/F. Responsive cells were selected based on their response during the 10 seconds following the light onset or offset. Cells were classified as responsive if their average activity during the 10s window was greater than 2 ∗ standard deviation of the baseline. Neurons with an average activity below 2 ∗ standard deviation of the baseline were considered as inhibited.

For measuring spontaneous activity, we excluded the first two minutes of the recordings (to avoid artefacts from the microscope laser turning on). We selected frames 460-2304 (a total of 7.5 minutes of ongoing activity). dF/F was calculated using, as baseline, the 8^th^ percentile of a moving window as previously described.^79^^,^^126^ The data was resampled to 1fps using the resample function in MATLAB. Calculations for the activity of cells were done on resampled data. A cell was considered active at a given second if it had an activity higher than a threshold of 4∗ 8^th^ percentile. We then calculated the percentage of cells that are very active (active more than 50% of the time) or inactive (active less than 10% of the time) per brain region. The Pearson’s correlation versus distance between neurons was calculated up to 60μm per brain region (Figure S5).

#### Electroretinography

Electroretinography (ERG) were performed in control or *elipsa* mutants at 4dpf. First, we selected healthy control or *elipsa* mutants at 4dpf and anesthetized the larvae by using MS222. We then placed the anesthetized larvae on a wet filter paper (VWR, 516-0848) on a FluoroDish (VWR, FD35PDL-100) and covered their trunk with paper towels to affix them. We used a sliver-coated wire as a reference electrode, which was chlorinated by immersing in sodium hypochlorite solution 10 minutes before the recordings. The reference electrode was positioned on the same bath as the larvae. Recording electrodes were pulled from glass capillaries (WPI, TW100F-4) to have a 15-30 μm opening and filled with artificial fish water (AFW) containing MS222. The electrode was placed on the cornea of the eye using a motorized micromanipulator (Scientifica). Before the recording, larvae were subjected to over 10 minutes dark adaption. The voltages were measured by a MultiClamp 700B device (Molecular Devices) with a 2kHz low-pass filter and were digitized at 10 kHz. A train of 10 light stimuli was initiated at the 5^th^ second of the recording. The stimuli were produced by a blue LED using a pulse generator (Master-8, AMPI). Each stimulus (light intensity: 0.005-0.007 mW) lasted 1 sec with 5 seconds intervals between stimuli. The total time for each recording was 60 seconds. We performed minimum 5 recordings for each larva and selected the trial that shows the most representative responses for further analysis. We utilized custom MATLAB scripts for data acquisition and all subsequent analyses. To quantify the voltage responses, we used a 200 msec baseline before the light stimulus to normalize the traces and averaged the 10 light stimuli. We calculated the average voltage responses for all control and mutants from 0 to 200 msecs after the light ON stimuli, which show the strong b-wave representing the ON bipolar cell response.

### Quantification and statistical analysis

Statistical analysis was done using MATLAB. Wilcoxon rank-sum test was used for nonpaired analysis. Probability of *p* < 0.05 was considered statistically significant.

## Supplemental information

Document S1. Figures S1–S5

Table S1. Differentially expressed genes and normalized counts obtained by RNA sequencing, related to Figure 4 Fold change, p-values and log2-transformed normalized counts obtained from 4 dpf control (CTRL1-4) and *elipsa* mutant (MUT1-4) larvae. 4 independent breeding and RNA isolation were performed on control and mutant siblings. Differentially expressed genes based on a threshold of p-value adjusted of 0.1 are highlighted in yellow.

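The deposited table of the authors' comparison holds the fold changes and p-values for the same 20409 genes. Its log2 differences were those of the 8 libraries, with a largest gap of 0.03 to the differences computed from the deposited values. At the same threshold, the authors' adjusted p-values call 702 genes, 220 higher and 482 lower, which is the paper's count. Of the 311 genes called from the 8 libraries alone, 290 are among these, all in the same direction, and 21 are not. The remaining 412 of the authors' genes were not called from the 8 libraries alone. For 1061 genes, the mean expression in the authors' table lay more than 0.5 log2 units from the mean of the 8 libraries. The authors' p-values correspond to a median of 24.7 degrees of freedom of the moderated test, and the fit to the 8 libraries has 9.65. The largest gap between these means was 5.68 log2 units, although the log2 differences matched. In addition, 7 genes were at the lowest value in all 8 libraries, although the authors kept genes with a mean CPM above 1. These values argue against a fit to the 8 libraries alone. Which other samples it held is not known. The legend of Table S1 gives its p-values as obtained from 4 control and 4 mutant samples.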

Table S2. Enriched GO terms, related to Figure 4 Output of GO analysis from DAVID with enriched GO terms and their associated differentially expressed genes.

## References

[1] Mitchison H.M., Valente E.M. (2017). Motile and non-motile cilia in human pathology: from function to phenotypes. J. Pathol..

[2] Nachury M.V. (2014). How do cilia organize signalling cascades?. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[3] Louvi A., Grove E.A. (2011). Cilia in the CNS: The Quiet Organelle Claims Center Stage. Neuron.

[4] Gopalakrishnan J., Feistel K., Friedrich B.M., Grapin-Botton A., Jurisch-Yaksi N., Mass E., Mick D.U., Müller R.U., May-Simera H., Schermer B. (2023). Emerging principles of primary cilia dynamics in controlling tissue organization and function. EMBO J..

[5] Guemez-Gamboa A., Coufal N.G., Gleeson J.G. (2014). Primary cilia in the developing and mature brain. Neuron.

[6] Ringers C., Olstad E.W., Jurisch-Yaksi N. (2020). The role of motile cilia in the development and physiology of the nervous system. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[7] Bear R.M., Caspary T. (2024). Uncovering cilia function in glial development. Ann. Hum. Genet..

[8] Falk N., Lösl M., Schröder N., Gießl A. (2015). Specialized Cilia in Mammalian Sensory Systems. Cells.

[9] Bachmann-Gagescu R., Neuhauss S.C. (2019). The photoreceptor cilium and its diseases. Curr. Opin. Genet. Dev..

[10] Suciu S.K., Caspary T. (2021). Cilia, neural development and disease. Semin. Cell Dev. Biol..

[11] Jurisch-Yaksi N., Wachten D., Gopalakrishnan J. (2024). The neuronal cilium - a highly diverse and dynamic organelle involved in sensory detection and neuromodulation. Trends Neurosci..

[12] Hansen J.N., Rassmann S., Stüven B., Jurisch-Yaksi N., Wachten D. (2021). CiliaQ: a simple, open-source software for automated quantification of ciliary morphology and fluorescence in 2D, 3D, and 4D images. Eur. Phys. J. E Soft Matter.

[13] Paridaen J.T.M.L., Huttner W.B. (2014). Neurogenesis during development of the vertebrate central nervous system. EMBO Rep..

[14] Gabriel E., Wason A., Ramani A., Gooi L.M., Keller P., Pozniakovsky A., Poser I., Noack F., Telugu N.S., Calegari F. (2016). CPAP promotes timely cilium disassembly to maintain neural progenitor pool. EMBO J..

[15] Wachten D., Mick D.U. (2021). Signal transduction in primary cilia – analyzing and manipulating GPCR and second messenger signaling. Pharmacol. Ther..

[16] Hilgendorf K.I., Myers B.R., Reiter J.F. (2024). Emerging mechanistic understanding of cilia function in cellular signalling. Nat. Rev. Mol. Cell Biol..

[17] Bangs F., Anderson K.V. (2017). Primary cilia and mammalian hedgehog signaling. Cold Spring Harb. Perspect. Biol..

[18] Huangfu D., Liu A., Rakeman A.S., Murcia N.S., Niswander L., Anderson K.V. (2003). Hedgehog signalling in the mouse requires intraflagellar transport proteins. Nature.

[19] Youn Y.H., Han Y.G. (2018). Primary Cilia in Brain Development and Diseases. Am. J. Pathol..

[20] Higginbotham H., Guo J., Yokota Y., Umberger N.L., Su C.Y., Li J., Verma N., Hirt J., Ghukasyan V., Caspary T., Anton E.S. (2013). Arl13b-regulated cilia activities are essential for polarized radial glial scaffold formation. Nat. Neurosci..

[21] Stoufflet J., Caillé I. (2022). The Primary Cilium and Neuronal Migration. Cells.

[22] Higginbotham H., Eom T.Y., Mariani L.E., Bachleda A., Hirt J., Gukassyan V., Cusack C.L., Lai C., Caspary T., Anton E.S. (2012). Arl13b in primary cilia regulates the migration and placement of interneurons in the developing cerebral cortex. Dev. Cell.

[23] Stoufflet J., Chaulet M., Doulazmi M., Fouquet C., Dubacq C., Métin C., Schneider-Maunoury S., Trembleau A., Vincent P., Caillé I. (2020). Primary cilium-dependent cAMP/PKA signaling at the centrosome regulates neuronal migration. Sci. Adv..

[24] Guo J., Otis J.M., Suciu S.K., Catalano C., Xing L., Constable S., Wachten D., Gupton S., Lee J., Lee A. (2019). Primary Cilia Signaling Promotes Axonal Tract Development and Is Disrupted in Joubert Syndrome-Related Disorders Models. Dev. Cell.

[25] Kumamoto N., Gu Y., Wang J., Janoschka S., Takemaru K.I., Levine J., Ge S. (2012). A role for primary cilia in glutamatergic synaptic integration of adult-born neurons. Nat. Neurosci..

[26] Guo J., Otis J.M., Higginbotham H., Monckton C., Cheng J., Asokan A., Mykytyn K., Caspary T., Stuber G.D., Anton E.S. (2017). Primary Cilia Signaling Shapes the Development of Interneuronal Connectivity. Dev. Cell.

[27] Guo J., Higginbotham H., Li J., Nichols J., Hirt J., Ghukasyan V., Anton E.S. (2015). Developmental disruptions underlying brain abnormalities in ciliopathies. Nat. Commun..

[28] McClintock T.S., Khan N., Xie C., Martens J.R. (2020). Maturation of the Olfactory Sensory Neuron and Its Cilia. Chem. Senses.

[29] Bergboer J.G.M., Wyatt C., Austin-Tse C., Yaksi E., Drummond I.A. (2018). Assaying sensory ciliopathies using calcium biosensor expression in zebrafish ciliated olfactory neurons. Cilia.

[30] Rayamajhi D., Ege M., Ukhanov K., Ringers C., Zhang Y., Jung I., D'Gama P.P., Li S.S., Cosacak M.I., Kizil C. (2024). The forkhead transcription factor Foxj1 controls vertebrate olfactory cilia biogenesis and sensory neuron differentiation. PLoS Biol..

[31] Insinna C., Besharse J.C. (2008). Intraflagellar transport and the sensory outer segment of vertebrate photoreceptors. Dev. Dyn..

[32] Bujakowska K.M., Liu Q., Pierce E.A. (2017). Photoreceptor Cilia and Retinal Ciliopathies. Cold Spring Harb. Perspect. Biol..

[33] DeMars K.M., Ross M.R., Starr A., McIntyre J.C. (2023). Neuronal primary cilia integrate peripheral signals with metabolic drives. Front. Physiol..

[34] Sheu S.-H., Upadhyayula S., Dupuy V., Pang S., Deng F., Wan J., Walpita D., Pasolli H.A., Houser J., Sanchez-Martinez S. (2022). A serotonergic axon-cilium synapse drives nuclear signaling to alter chromatin accessibility. Cell.

[35] Wang Y., Bernard A., Comblain F., Yue X., Paillart C., Zhang S., Reiter J.F., Vaisse C. (2021). Melanocortin 4 receptor signals at the neuronal primary cilium to control food intake and body weight. J. Clin. Invest..

[36] Tu H.-Q., Li S., Xu Y.-L., Zhang Y.-C., Li P.-Y., Liang L.-Y., Song G.-P., Jian X.-X., Wu M., Song Z.-Q. (2023). Rhythmic cilia changes support SCN neuron coherence in circadian clock. Science.

[37] Berbari N.F., Lewis J.S., Bishop G.A., Askwith C.C., Mykytyn K. (2008). Bardet-Biedl syndrome proteins are required for the localization of G protein-coupled receptors to primary cilia. Proc. Natl. Acad. Sci. USA.

[38] Händel M., Schulz S., Stanarius A., Schreff M., Erdtmann-Vourliotis M., Schmidt H., Wolf G., Höllt V. (1999). Selective targeting of somatostatin receptor 3 to neuronal cilia. Neuroscience.

[39] Hilgendorf K.I., Johnson C.T., Jackson P.K. (2016). The primary cilium as a cellular receiver: organizing ciliary GPCR signaling. Curr. Opin. Cell Biol..

[40] Hamon M., Doucet E., Lefèvre K., Miquel M.-C., Lanfumey L., Insausti R., Frechilla D., Del Rio J., Vergé D. (1999). Antibodies and Antisense Oligonucleotide for Probing the Distribution and Putative Functions of Central 5-HT6 Receptors. Neuropsychopharmacology.

[41] Domire J.S., Green J.A., Lee K.G., Johnson A.D., Askwith C.C., Mykytyn K. (2011). Dopamine receptor 1 localizes to neuronal cilia in a dynamic process that requires the Bardet-Biedl syndrome proteins. Cell. Mol. Life Sci..

[42] Menco B.P., Cunningham A.M., Qasba P., Levy N., Reed R.R. (1997). Putative odour receptors localize in cilia of olfactory receptor cells in rat and mouse: a freeze-substitution ultrastructural study. J. Neurocytol..

[43] Sengupta P., Chou J.H., Bargmann C.I. (1996). odr-10 Encodes a Seven Transmembrane Domain Olfactory Receptor Required for Responses to the Odorant Diacetyl. Cell.

[44] Reiten I., Uslu F.E., Fore S., Pelgrims R., Ringers C., Diaz Verdugo C., Hoffman M., Lal P., Kawakami K., Pekkan K. (2017). Motile-Cilia-Mediated Flow Improves Sensitivity and Temporal Resolution of Olfactory Computations. Curr. Biol..

[45] Fliegauf M., Benzing T., Omran H. (2007). When cilia go bad: cilia defects and ciliopathies. Nat. Rev. Mol. Cell Biol..

[46] Del Bigio M.R. (2010). Ependymal cells: biology and pathology. Acta Neuropathol..

[47] Faubel R., Westendorf C., Bodenschatz E., Eichele G. (2016). Cilia-based flow network in the brain ventricles. Science.

[48] Olstad E.W., Ringers C., Hansen J.N., Wens A., Brandt C., Wachten D., Yaksi E., Jurisch-Yaksi N. (2019). Ciliary Beating Compartmentalizes Cerebrospinal Fluid Flow in the Brain and Regulates Ventricular Development. Curr. Biol..

[49] Sawamoto K., Wichterle H., Gonzalez-Perez O., Cholfin J.A., Yamada M., Spassky N., Murcia N.S., Garcia-Verdugo J.M., Marin O., Rubenstein J.L.R. (2006). New neurons follow the flow of cerebrospinal fluid in the adult brain. Science.

[50] D'Gama P.P., Qiu T., Cosacak M.I., Rayamajhi D., Konac A., Hansen J.N., Ringers C., Acuña-Hinrichsen F., Hui S.P., Olstad E.W. (2021). Diversity and function of motile ciliated cell types within ependymal lineages of the zebrafish brain. Cell Rep..

[51] D’Gama P.P., Jeong I., Nygård A.M., Jamali A., Yaksi E., Jurisch-Yaksi N. (2024). Cilia-mediated cerebrospinal fluid flow modulates neuronal and astroglial activity in the zebrafish larval brain. bioRxiv.

[52] Reiter J.F., Leroux M.R. (2017). Genes and molecular pathways underpinning ciliopathies. Nat. Rev. Mol. Cell Biol..

[53] Andreu-Cervera A., Catala M., Schneider-Maunoury S. (2021). Cilia, ciliopathies and hedgehog-related forebrain developmental disorders. Neurobiol. Dis..

[54] Forsythe E., Beales P.L. (2013). Bardet–Biedl syndrome. Eur. J. Hum. Genet..

[55] Forsyth R., Gunay-Aygun M., Adam M.P., Mirzaa G.M., Pagon R.A., Wallace S.E., Bean L.J.H., Gripp K.W., Amemiya A. (1993). GeneReviews(®).

[56] Bachmann-Gagescu R., Dempsey J.C., Bulgheroni S., Chen M.L., D'Arrigo S., Glass I.A., Heller T., Héon E., Hildebrandt F., Joshi N. (2020). Healthcare recommendations for Joubert syndrome. Am. J. Med. Genet..

[57] Joubert M., Eisenring J.J., Robb J.P., Andermann F. (1969). Familial agenesis of the cerebellar vermis. A syndrome of episodic hyperpnea, abnormal eye movements, ataxia, and retardation. Neurology.

[58] Parisi M., Glass I., Adam M.P., Mirzaa G.M., Pagon R.A., Wallace S.E., Bean L.J.H., Gripp K.W., Amemiya A. (1993). GeneReviews(®).

[59] Brancati F., Dallapiccola B., Valente E.M. (2010). Joubert Syndrome and related disorders. Orphanet J. Rare Dis..

[60] Ferland R.J., Eyaid W., Collura R.V., Tully L.D., Hill R.S., Al-Nouri D., Al-Rumayyan A., Topcu M., Gascon G., Bodell A. (2004). Abnormal cerebellar development and axonal decussation due to mutations in AHI1 in Joubert syndrome. Nat. Genet..

[61] Bachmann-Gagescu R., Dempsey J.C., Phelps I.G., O'Roak B.J., Knutzen D.M., Rue T.C., Ishak G.E., Isabella C.R., Gorden N., Adkins J. (2015). Joubert syndrome: a model for untangling recessive disorders with extreme genetic heterogeneity. J. Med. Genet..

[62] Omori Y., Zhao C., Saras A., Mukhopadhyay S., Kim W., Furukawa T., Sengupta P., Veraksa A., Malicki J. (2008). Elipsa is an early determinant of ciliogenesis that links the IFT particle to membrane-associated small GTPase Rab8. Nat. Cell Biol..

[63] Bahadori R., Huber M., Rinner O., Seeliger M.W., Geiger-Rudolph S., Geisler R., Neuhauss S.C.F. (2003). Retinal function and morphology in two zebrafish models of oculo-renal syndromes. Eur. J. Neurosci..

[64] Duldulao N.A., Lee S., Sun Z. (2009). Cilia localization is essential for *in vivo* functions of the Joubert syndrome protein Arl13b/Scorpion. Development.

[65] D'Gama P.P., Jurisch-Yaksi N. (2023). Methods in Cell Biology.

[66] Prigent C., Dimitrov S. (2003). Phosphorylation of serine 10 in histone H3, what for?. J. Cell Sci..

[67] Sattar S., Gleeson J.G. (2011). The ciliopathies in neuronal development: a clinical approach to investigation of Joubert syndrome and Joubert syndrome-related disorders. Dev. Med. Child Neurol..

[68] Spassky N., Han Y.G., Aguilar A., Strehl L., Besse L., Laclef C., Ros M.R., Garcia-Verdugo J.M., Alvarez-Buylla A. (2008). Primary cilia are required for cerebellar development and Shh-dependent expansion of progenitor pool. Dev. Biol..

[69] Leto K., Carletti B., Williams I.M., Magrassi L., Rossi F. (2006). Different types of cerebellar GABAergic interneurons originate from a common pool of multipotent progenitor cells. J. Neurosci..

[70] Bae Y.-K., Kani S., Shimizu T., Tanabe K., Nojima H., Kimura Y., Higashijima S.-I., Hibi M. (2009). Anatomy of zebrafish cerebellum and screen for mutations affecting its development. Dev. Biol..

[71] Noble A.R., Masek M., Hofmann C., Cuoco A., Rusterholz T.D.S., Özkoc H., Greter N.R., Vladimirov N., Kollmorgen S., Stoeckli E., Bachmann-Gagescu R. (2024). Shared and unique consequences of Joubert Syndrome gene dysfunction on the zebrafish central nervous system. bioRxiv.

[72] Miyasaka N., Morimoto K., Tsubokawa T., Higashijima S.i., Okamoto H., Yoshihara Y. (2009). From the olfactory bulb to higher brain centers: genetic visualization of secondary olfactory pathways in zebrafish. J. Neurosci..

[73] Choksi S.P., Babu D., Lau D., Yu X., Roy S. (2014). Systematic discovery of novel ciliary genes through functional genomics in the zebrafish. Development.

[74] Djebar M., Anselme I., Pezeron G., Bardet P.L., Cantaut-Belarif Y., Eschstruth A., López Santos D., Hélène L.R., Jenett A., Khoury H. (2024). Astrogliosis and Neuroinflammation Underlie Scoliosis Upon Cilia Dysfunction. bioRxiv.

[75] Cacialli P., Gueguen M.M., Coumailleau P., D'Angelo L., Kah O., Lucini C., Pellegrini E. (2016). BDNF Expression in Larval and Adult Zebrafish Brain: Distribution and Cell Identification. PLoS One.

[76] Vladimirov N., Mu Y., Kawashima T., Bennett D.V., Yang C.T., Looger L.L., Keller P.J., Freeman J., Ahrens M.B. (2014). Light-sheet functional imaging in fictively behaving zebrafish. Nat. Methods.

[77] Myren-Svelstad S., Jamali A., Ophus S.S., D'gama P.P., Ostenrath A.M., Mutlu A.K., Hoffshagen H.H., Hotz A.L., Neuhauss S.C.F., Jurisch-Yaksi N., Yaksi E. (2022). Elevated photic response is followed by a rapid decay and depressed state in ictogenic networks. Epilepsia.

[78] Stringer C., Zhong L., Syeda A., Du F., Kesa M., Pachitariu M. (2023). Rastermap: a discovery method for neural population recordings. bioRxiv.

[79] Fore S., Acuña-Hinrichsen F., Mutlu K.A., Bartoszek E.M., Serneels B., Faturos N.G., Chau K.T.P., Cosacak M.I., Verdugo C.D., Palumbo F. (2020). Functional properties of habenular neurons are determined by developmental stage and sequential neurogenesis. Sci. Adv..

[80] Bartoszek E.M., Ostenrath A.M., Jetti S.K., Serneels B., Mutlu A.K., Chau K.T.P., Yaksi E. (2021). Ongoing habenular activity is driven by forebrain networks and modulated by olfactory stimuli. Curr. Biol..

[81] Diaz Verdugo C., Myren-Svelstad S., Aydin E., Van Hoeymissen E., Deneubourg C., Vanderhaeghe S., Vancraeynest J., Pelgrims R., Cosacak M.I., Muto A. (2019). Glia-neuron interactions underlie state transitions to generalized seizures. Nat. Commun..

[82] Doerre G., Malicki J. (2002). Genetic analysis of photoreceptor cell development in the zebrafish retina. Mech. Dev..

[83] Cantaut-Belarif Y., Sternberg J.R., Thouvenin O., Wyart C., Bardet P.L. (2018). The Reissner Fiber in the Cerebrospinal Fluid Controls Morphogenesis of the Body Axis. Curr. Biol..

[84] Liu S., Trupiano M.X., Simon J., Guo J., Anton E.S. (2021). The essential role of primary cilia in cerebral cortical development and disorders. Curr. Top. Dev. Biol..

[85] Park S.M., Jang H.J., Lee J.H. (2019). Roles of Primary Cilia in the Developing Brain. Front. Cell. Neurosci..

[86] Rusterholz T.D.S., Hofmann C., Bachmann-Gagescu R. (2022). Insights Gained From Zebrafish Models for the Ciliopathy Joubert Syndrome. Front. Genet..

[87] Bashford A.L., Subramanian V. (2019). Mice with a conditional deletion of Talpid3 (KIAA0586) - a model for Joubert syndrome. J. Pathol..

[88] Rachel R.A., Yamamoto E.A., Dewanjee M.K., May-Simera H.L., Sergeev Y.V., Hackett A.N., Pohida K., Munasinghe J., Gotoh N., Wickstead B. (2015). CEP290 alleles in mice disrupt tissue-specific cilia biogenesis and recapitulate features of syndromic ciliopathies. Hum. Mol. Genet..

[89] Damerla R.R., Cui C., Gabriel G.C., Liu X., Craige B., Gibbs B.C., Francis R., Li Y., Chatterjee B., San Agustin J.T. (2015). Novel Jbts17 mutant mouse model of Joubert syndrome with cilia transition zone defects and cerebellar and other ciliopathy related anomalies. Hum. Mol. Genet..

[90] Zhu J., Wang H.T., Chen Y.R., Yan L.Y., Han Y.Y., Liu L.Y., Cao Y., Liu Z.Z., Xu H.A. (2020). The Joubert Syndrome Gene arl13b is Critical for Early Cerebellar Development in Zebrafish. Neurosci. Bull..

[91] Plotnikova O.V., Pugacheva E.N., Golemis E.A. (2009). Primary cilia and the cell cycle. Methods Cell Biol..

[92] Tucker R.W., Pardee A.B., Fujiwara K. (1979). Centriole ciliation is related to quiescence and DNA synthesis in 3T3 cells. Cell.

[93] Jurisch-Yaksi N., Yaksi E., Kizil C. (2020). Radial glia in the zebrafish brain: Functional, structural, and physiological comparison with the mammalian glia. Glia.

[94] Lindsey B.W., Hall Z.J., Heuzé A., Joly J.-S., Tropepe V., Kaslin J. (2018). The role of neuro-epithelial-like and radial-glial stem and progenitor cells in development, plasticity, and repair. Prog. Neurobiol..

[95] Recher G., Jouralet J., Brombin A., Heuzé A., Mugniery E., Hermel J.-M., Desnoulez S., Savy T., Herbomel P., Bourrat F. (2013). Zebrafish midbrain slow-amplifying progenitors exhibit high levels of transcripts for nucleotide and ribosome biogenesis. Development.

[96] Robles E., Laurell E., Baier H. (2014). The Retinal Projectome Reveals Brain-Area-Specific Visual Representations Generated by Ganglion Cell Diversity. Curr. Biol..

[97] Mueller T. (2012). What is the Thalamus in Zebrafish?. Front. Neurosci..

[98] Dreosti E., Vendrell Llopis N., Carl M., Yaksi E., Wilson S.W. (2014). Left-Right Asymmetry Is Required for the Habenulae to Respond to Both Visual and Olfactory Stimuli. Curr. Biol..

[99] Zhang B.-B., Yao Y.-Y., Zhang H.-F., Kawakami K., Du J.-L. (2017). Left Habenula Mediates Light-Preference Behavior in Zebrafish via an Asymmetrical Visual Pathway. Neuron.

[100] Vigh B., Manzano M.J., Zádori A., Frank C.L., Lukáts A., Röhlich P., Szél A., Dávid C. (2002). Nonvisual photoreceptors of the deep brain, pineal organs and retina. Histol. Histopathol..

[101] Laurà R., Magnoli D., Zichichi R., Guerrera M.C., De Carlos F., Suárez A.Á., Abbate F., Ciriaco E., Vega J.A., Germanà A. (2012). The photoreceptive cells of the pineal gland in adult zebrafish (Danio rerio). Microsc. Res. Tech..

[102] Fernandes A.M., Fero K., Arrenberg A.B., Bergeron S.A., Driever W., Burgess H.A. (2012). Deep Brain Photoreceptors Control Light-Seeking Behavior in Zebrafish Larvae. Curr. Biol..

[103] Dekens M.P.S., Fontinha B.M., Gallach M., Pflügler S., Tessmar-Raible K. (2022). Melanopsin elevates locomotor activity during the wake state of the diurnal zebrafish. EMBO Rep..

[104] Fontinha B.M., Zekoll T., Al-Rawi M., Gallach M., Reithofer F., Barker A.J., Hofbauer M., Fischer R.M., von Haeseler A., Baier H., Tessmar-Raible K. (2021). TMT-Opsins differentially modulate medaka brain function in a context-dependent manner. PLoS Biol..

[105] Lepanto P., Davison C., Casanova G., Badano J.L., Zolessi F.R. (2016). Characterization of primary cilia during the differentiation of retinal ganglion cells in the zebrafish. Neural Dev..

[106] Jetti S.K., Vendrell-Llopis N., Yaksi E. (2014). Spontaneous activity governs olfactory representations in spatially organized habenular microcircuits. Curr. Biol..

[107] Kirkby L.A., Sack G.S., Firl A., Feller M.B. (2013). A Role for Correlated Spontaneous Activity in the Assembly of Neural Circuits. Neuron.

[108] Choi B.J., Chen Y.C.D., Desplan C. (2021). Building a circuit through correlated spontaneous neuronal activity in the developing vertebrate and invertebrate visual systems. Genes Dev..

[109] Uddin L.Q. (2020). Bring the Noise: Reconceptualizing Spontaneous Neural Activity. Trends Cogn. Sci..

[110] Liu Y., Nour M.M., Schuck N.W., Behrens T.E.J., Dolan R.J. (2022). Decoding cognition from spontaneous neural activity. Nat. Rev. Neurosci..

[111] Hotz A.L., Jamali A., Rieser N.N., Niklaus S., Aydin E., Myren-Svelstad S., Lalla L., Jurisch-Yaksi N., Yaksi E., Neuhauss S.C.F. (2022). Loss of glutamate transporter eaat2a leads to aberrant neuronal excitability, recurrent epileptic seizures, and basal hypoactivity. Glia.

[112] Yaksi E., Jamali A., Diaz Verdugo C., Jurisch-Yaksi N. (2021). Past, present and future of zebrafish in epilepsy research. FEBS J..

[113] Samarut É., Swaminathan A., Riché R., Liao M., Hassan-Abdi R., Renault S., Allard M., Dufour L., Cossette P., Soussi-Yanicostas N., Drapeau P. (2018). γ-Aminobutyric acid receptor alpha 1 subunit loss of function causes genetic generalized epilepsy by impairing inhibitory network neurodevelopment. Epilepsia.

[114] Niklaus S., Cadetti L., Vom Berg-Maurer C.M., Lehnherr A., Hotz A.L., Forster I.C., Gesemann M., Neuhauss S.C.F. (2017). Shaping of Signal Transmission at the Photoreceptor Synapse by EAAT2 Glutamate Transporters. eNeuro.

[115] Han S., Miyoshi K., Shikada S., Amano G., Wang Y., Yoshimura T., Katayama T. (2019). TULP3 is required for localization of membrane-associated proteins ARL13B and INPP5E to primary cilia. Biochem. Biophys. Res. Commun..

[116] Preibisch S., Saalfeld S., Tomancak P. (2009). Globally optimal stitching of tiled 3D microscopic image acquisitions. Bioinformatics.

[117] Schindelin J., Arganda-Carreras I., Frise E., Kaynig V., Longair M., Pietzsch T., Preibisch S., Rueden C., Saalfeld S., Schmid B. (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

[118] Masek M., Zang J., Mateos J.M., Garbelli M., Ziegler U., Neuhauss S.C.F., Bachmann-Gagescu R. (2023). Studying the morphology, composition and function of the photoreceptor primary cilium in zebrafish. Methods Cell Biol..

[119] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[120] Li B., Dewey C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinf..

[121] Ritchie M.E., Phipson B., Wu D., Hu Y., Law C.W., Shi W., Smyth G.K. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[122] Law C.W., Chen Y., Shi W., Smyth G.K. (2014). voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol..

[123] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[124] Sherman B.T., Hao M., Qiu J., Jiao X., Baseler M.W., Lane H.C., Imamichi T., Chang W. (2022). DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res..

[125] Ohki K., Chung S., Ch'ng Y.H., Kara P., Reid R.C. (2005). Functional imaging with cellular resolution reveals precise micro-architecture in visual cortex. Nature.

[126] Romano S.A., Pérez-Schuster V., Jouary A., Boulanger-Weill J., Candeo A., Pietri T., Sumbre G. (2017). An integrated calcium imaging processing toolbox for the analysis of neuronal population dynamics. PLoS Comput. Biol..

# Supplementary material for: Ciliogenesis defects after neurulation impact brain development and neuronal activity in larval zebrafish
**Source:** iScience. 2024 May 22;27(6):110078. doi: 10.1016/j.isci.2024.110078
**Supplement:** Document S1. Figures S1–S5

Supplemental information

Ciliogenesis defects after neurulation impact brain development and neuronal activity in larval zebrafish

Percival P. D'Gama, Inyoung Jeong, Andreas Moe Nygård, Anh-Tuan Trinh, Emre Yaksi, and Nathalie Jurisch-Yaksi

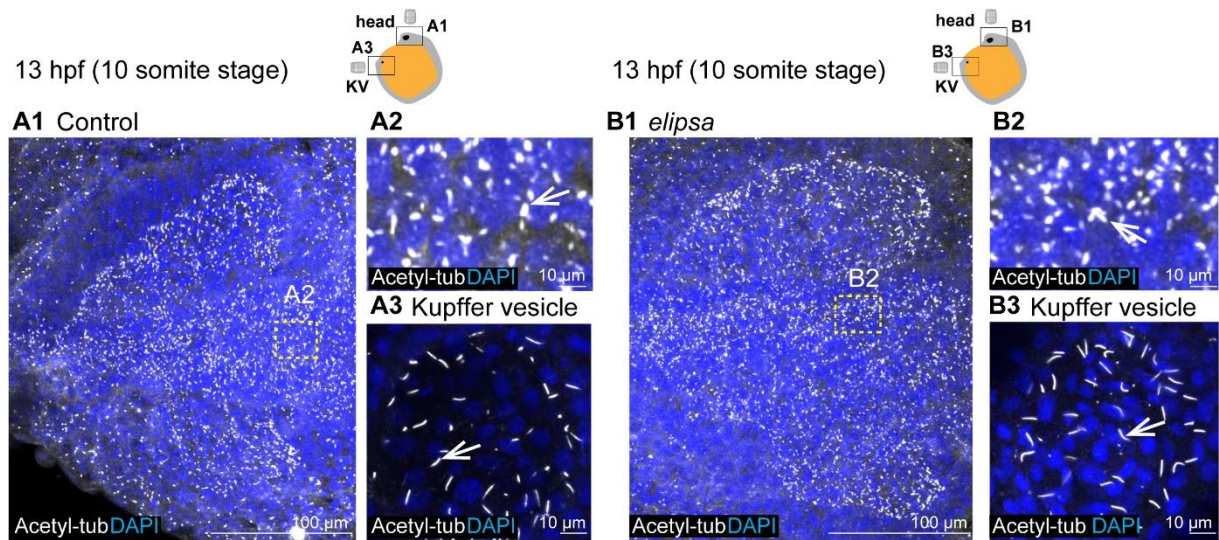

Supplemental figure S1: Cilia are normal at 10 somites stage in *elipsa* mutants. Related to figure 1
(A1-A2 and B1-B2) Acetylated tubulin staining of 13 hpf zebrafish larvae showing presence of cilia (white) in the head region in both control **(A1)** n=12 and *elipsa* mutant **(B1)** n=5. **(A2, B2)** Insets drawn in the region near the neural tube to indicate presence of cilia in control **(A2)** and mutant **(B2)**. **(A3, B3)** Kupffer's vesicle labeling with acetylated tubulin (white) show similar numbers of cilia at 13hpf in control **(A3)** n=12 and mutant **(B3)** n=5.

30 hpf

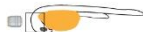

A1 Control

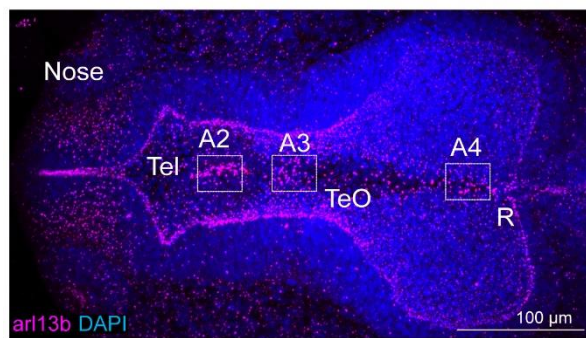

A2

A3

A4

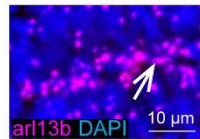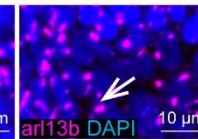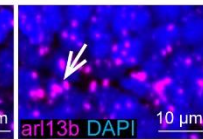

30 hpf

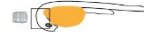

B1 *elipsa*

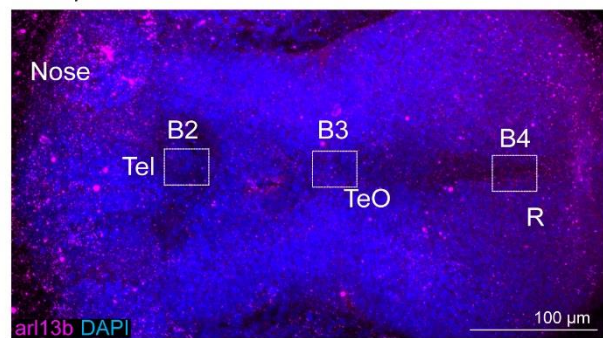

B2

B3

B4

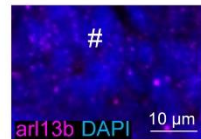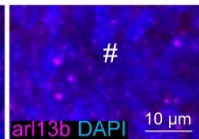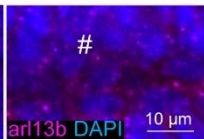

2 dpf

C1 Control

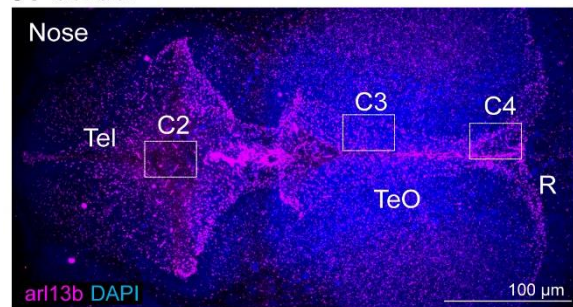

C2

C3

C4

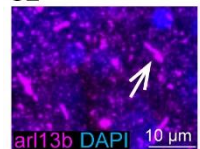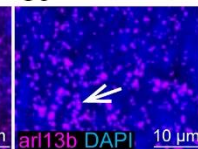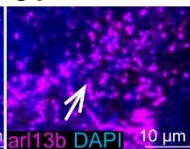

2 dpf

D1 *elipsa*

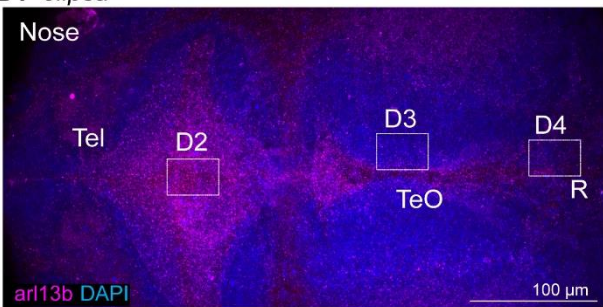

D2

D3

D4

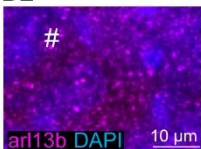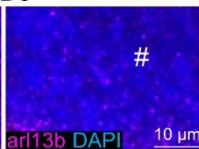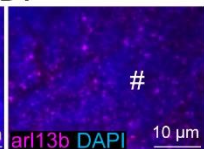

E1 Control

2 dpf

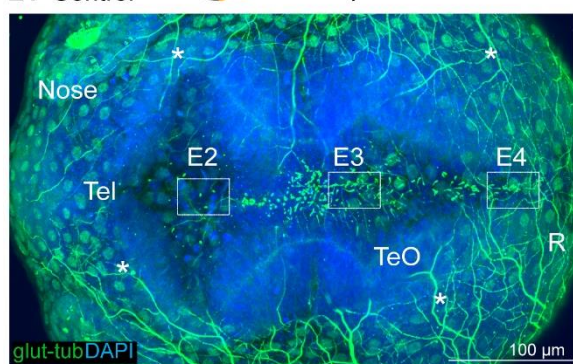

E2

E2

E3

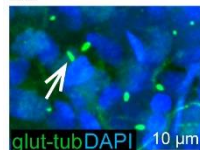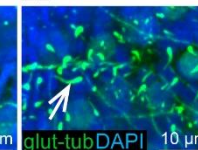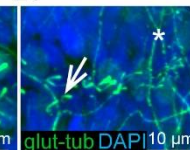

F1 *elipsa*

2 dpf

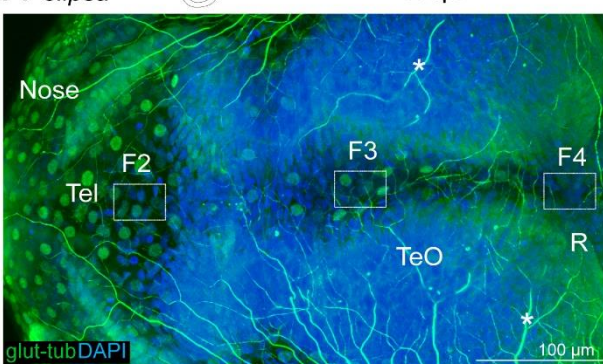

F2

F3

F4

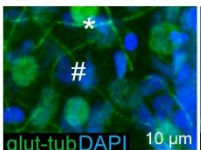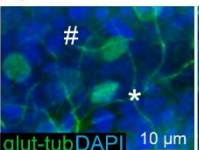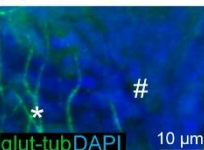

Supplemental figure S2: Cilia defects in the brain of 30hpf-2dpf *elipsa* mutant embryos. Related to figure 1.

(A1-A4 and B1-B4) Staining of 30hpf zebrafish larvae with arl13b antibody to stain all cilia in the brain, n=9 controls and 4 mutants. **A1** At 30 hpf, arl13b stained cilia are located in various brain regions, represented by insets drawn in different brain regions **(A2-A4)**. **(B1)** Loss of cilia in the entire brain of *elipsa*, represented by insets drawn in different regions **(B2-B4)**. **(C1-C4 and D1-D4)** Staining of 2dpf brains with arl13b antibody to stain cilia in the brain, n=3 controls and 3 mutants. **(D1)** Loss of cilia in *elipsa* mutant brains, as shown by insets drawn in different regions **(D2-D4)**. **(E1-E4 and F1-F4)** Glutamylated tubulin staining for motile cilia at 2dpf, n=3 controls and 4 mutants. **(E1)** Single glutamylated tubulin-positive cilia are located in the forebrain on the dorsal roof and ventral part of the tectal/diencephalic ventricle and in the rhombencephalon, as indicated by insets drawn in the telencephalon **(E2)**, optic tectum **(E3)** and rhombencephalon **(E4)**. **(F1)** *elipsa* mutants show a total loss of glutamylated tubulin-positive cilia in the brain, represented by insets drawn in different regions **(F2-F4)**. Tel, Telencephalon; Teo, Optic Tectum; R, Rhombencephalon. Cilia loss is indicated by # and nonspecific signal from glutamylated tubulin antibody by *.

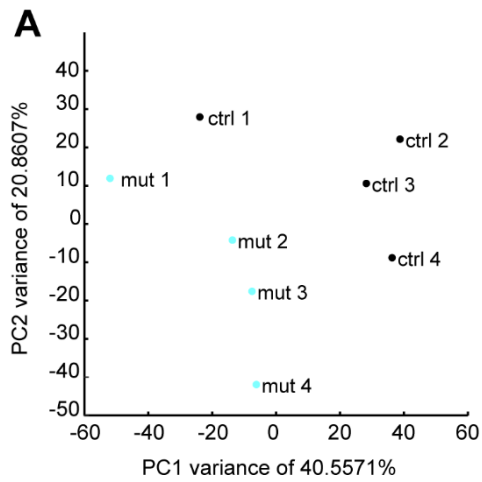

Supplemental figure S3: Principal Component Analysis (PCA) of RNA sequencing data. Related to figure 4

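The first principal component of the 20409 genes held 40.6% of the variance of the 8 libraries and the second held 20.9%. Within each clutch the mutant lay below its control on the first component. Control 1 lay at -23.9 on it, and controls 2, 3 and 4 at 38.7, 28.2 and 36.3. The *elipsa* mutants 1, 2, 3 and 4 lay at -52.0, -13.7, -7.54 and -6.18, so control 1 was below 3 of the 4 mutants. After the mean of each clutch was subtracted, the first component held 61.1% of the variance and parted all controls from all mutants. Both libraries of clutch 1 were low in genes of the exocrine pancreas. The mean log2 value of the 27 measured genes was 4.43 in control 1 and 6.76 in the other controls, and 3.58 in mutant 1 and 5.73 in the other mutants. *elipsa* mutants and controls of the same clutch deviated together from their group means. The correlation of these deviations across genes, which are not independent replicates, was 0.64, 0.325, 0.334 and 0.458 in clutches 1 to 4, and at most 0.0917 between libraries of different clutches.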

Examination of sample variation of RNA sequencing samples. Each dot represents a single biological replicate indicated in black for control and cyan for *elipsa* mutant. The number indicate the batch number.

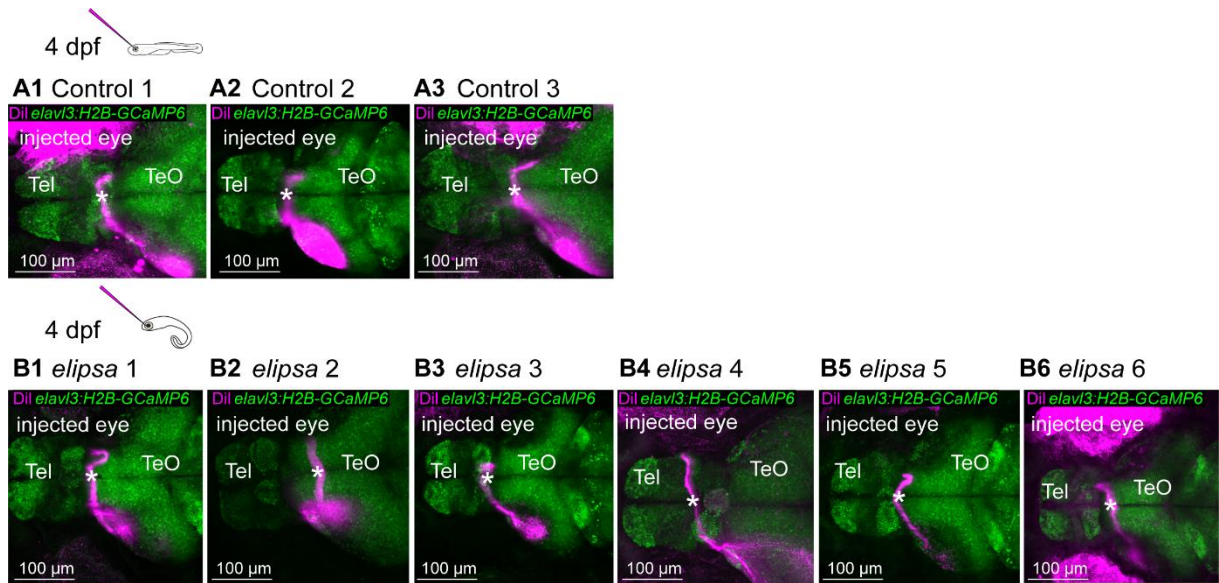

Supplemental figure S4: Abnormal axonal projections from the retinal ganglion cells to the tectum in control and *elipsa* mutant. Related to figure 5.

Examples of Dil injection into the eye at 4dpf to label the axonal projections of retinal ganglian cells in control (**A1-A3**) and *elipsa* (**B1-B4**). * indicates region of optic chiasm.

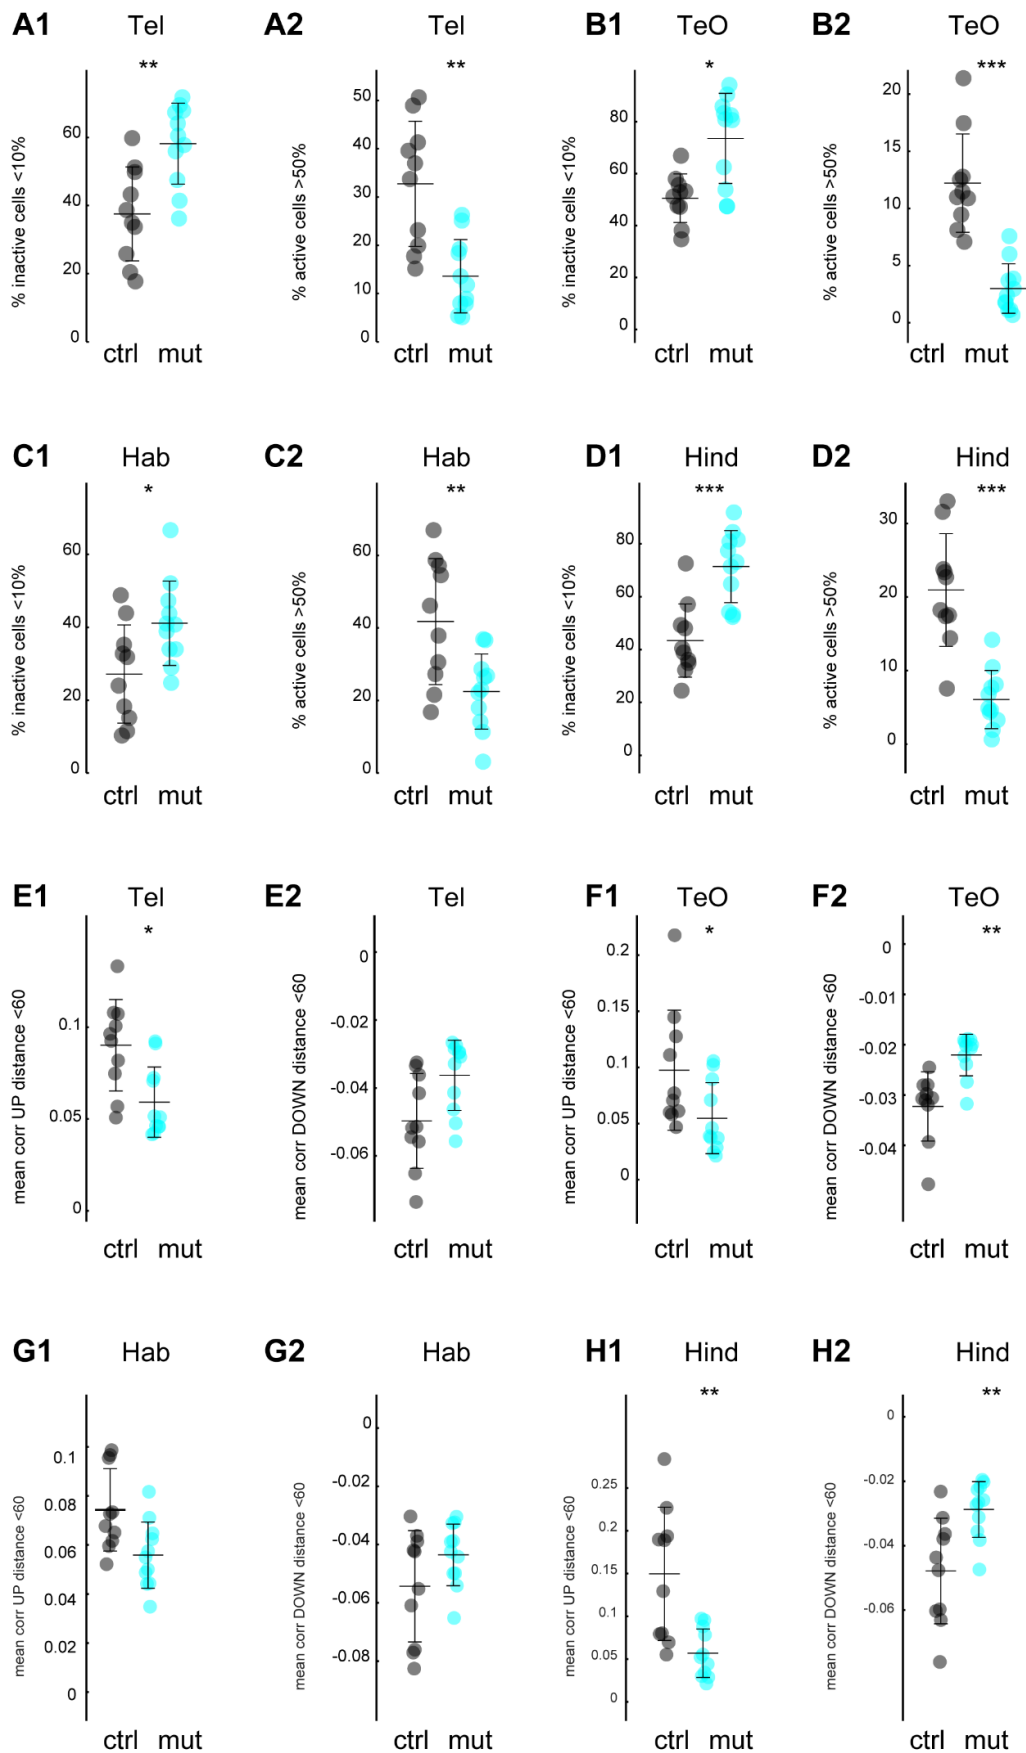

Supplemental figure S5: Reduced spontaneous activity and correlation between neighboring neurons in the brain of cilia mutants. Related to figure 7

(A1-D2) Quantification of inactive and active cells for the **(A1-A2)** telencephalon, **(B1-B2)** optic tectum and **(C1-C2)** habenula and **(D1-D2)** hindbrain regions, controls in black and *elipsa* mutant in cyan. N=10 controls and 11 mutants. **(E1-H2)** Quantification of mean positive (UP) and negative (DOWN) correlation for cells located within 60 μm distance in the **(E1-E2)** telencephalon, **(F1-F2)** optic tectum, **(G1-G2)** habenula and **(H1-H2)** hindbrain regions, controls in black and *elipsa* mutant in cyan. N=10 controls and 11 mutants. Statistical significance by Wilcoxon Rank Sum test, *: $p < 0.05$, **: $p < 0.01$, ***: $p < 0.001$. Tel, Telencephalon; Teo, Optic Tectum; Hab, Habenula; Hind, Hindbrain.

How the deposited data were processed for this re-analysis (not part of the article)

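RNA from whole zebrafish larvae at 4 dpf was measured in 8 libraries, 4 of controls (wild-type and heterozygous siblings) and 4 of *elipsa* mutants, each from a tube of circa 30 larvae. Each of 4 clutches gave 1 control and 1 mutant tube. Other experiments of the paper have no values here.

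The authors filtered the reads with SOAPnuke, aligned them with HISAT2 and Bowtie2, counted them per gene with RSEM, kept genes with a mean of more than 1 CPM across their samples, and normalized and log-transformed the matrix with voom from limma. The submitters' processing notes name the genome build GRCz11. The deposited matrix holds log2 values for 20409 genes. Its sorted values are nearly identical between libraries, and the linear values of each library sum to 997999 to 998008, as quantile normalization leaves them. This step is not named in the text of the paper. The depth of each library is therefore unknown. The lowest value, -5.02, was shared by all libraries and was the value of 7 genes in all 8. The authors also deposited a table of their comparison, with the log2 difference of mutants minus controls, a mean log2 expression, a moderated statistic with its log odds, which are scores of the authors' fit, a p-value and an adjusted p-value per gene. Its p-values were used as an alternative, and its other columns only for comparison.

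From the deposited log2 values, mutants were compared with controls by limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment over the 20409 genes. A gene was called at an adjusted p under 0.1, as in the paper. No gene was removed and no pseudocount was added. Standard errors are moderated ones, and SDs are over 4 libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The comparison had no term for the clutch, because the paper names none for its fit. The fit with clutch as a block was an alternative. The fits that leave out libraries or clutches had no clutch term either. A call missing from them or from the main comparison may therefore be present when the pairing is taken into account. The paper states that the control and mutant tubes of each batch were processed together and numbers the batches, and the files show the pairing too. Deviations from the group means correlated at 0.64, 0.325, 0.334 and 0.458 within clutches 1 to 4, and each library correlated best with the other library of its clutch. The pairing was settled before the fits were compared.

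Gene lists, the comparisons, the named-gene rule and most alternatives were chosen before the deposited files were examined. Log2 differences in the top part of Table S1, which are those of these libraries, had been seen by then. The gene lists were therefore not chosen blind to them. The 49 lists hold 1614 distinct symbols, of which 1384 were found under the deposited symbol and 82 through current or older symbols of a RefSeq table keyed by the same gene identifiers. The other 148 were not among the genes. Of the gene identifiers, 19636 (96.2%) have an entry in that table. The table is of another genome build than the files, so it was used for names and for gene order only and no coordinates are given. Lists were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over the 49 lists. Beside it stand camera with an estimated correlation and, as an alternative, the rotation test fry, which tests whether the genes of a list move on balance one way and does not compare the list with other genes. Both were run without a clutch term, so shifts that the libraries of a clutch share enter the estimated correlation. A list not called in this way may be called when the pairing is taken into account. For each list, the called members are given over all genes and adjusted over the list alone. Some lists share members, such as *hhip* and *gli1* in both hedgehog lists and *prl* in those of hormones and ionocytes.

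Named genes were all those that the text of the paper names for this experiment, the 6 largest rises and 6 largest falls among called genes with a proper gene symbol that changed the same way in every clutch, up to 4 called members per list by smallest p with up to 2 more of opposite direction, and genes of motile cilia and phototransduction shown in Figure 4C. Of these, 1 gene is not reported here. Log2 differences in the top part of Table S1 had been seen when this rule was written. Other genes named are those of counts of 5 or fewer and were chosen after their values were seen. Terms of Table S2 were used only where their member list is complete in the copy at hand.

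The alternatives were no trend, robust moderation, precision weights from vooma, weights per library, a minimum mean log2 value of 1, a pseudocount of 1, libraries re-centred on housekeeping genes, the clutch block, leaving out each library and each clutch in turn, an adjusted p under 0.05, an absolute log2 difference of at least 1, and the authors' p-values. The block with weights per library and the block over clutches 2 to 4 were added after the data were seen. The steps were tested on simulated data made with the spread of these libraries, with 100 of 20409 genes changed by 1 and 100 by 2 log2 units. With clutch differences of the size seen in the files, drawn independently for each gene, the comparison without a block recovered 80% and 96% of them with 0.565% false calls, and the block recovered 91% and 98% with 5.97%. Without clutch differences, the comparison without a block recovered 79% and 95% with 12.1% false calls, and the block 66% and 94% with 7.51%. In the files, clutch differences are shared by many genes, so these shares may not hold for the real calls. The 5 simulated lists that were shifted by a known amount were called and none of the 35 others was. These lists were of random genes simulated independently of each other and without clutch differences. They therefore do not show how often camera at the preset correlation calls lists of correlated genes falsely.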

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

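The tests of a delay and of an even loss on the phototransduction genes, the tests near *traf3ip1* with clutch as a block and with 50, 100 or 302 genes, and the other splits with the block were chosen only after the results were seen.

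Some genes of smooth muscle and visceral mesenchyme, and a few of CSF-contacting neurons and of glia and myelin, which the paper does not discuss for these libraries, were lower in *elipsa* mutants. Of 31 measured genes of smooth muscle and visceral mesenchyme, 6 were lower and none was higher (20 lower and 2 higher when adjusted over the list alone, 21 lower and 2 higher with clutch as a block), with a median log2 difference of -0.40 and an adjusted p of 3.57e-13 by camera, 0.0801 with an estimated correlation. They include *cnn1a* (-3.40, or -1.05 with a pseudocount of 1), *foxf2b* (-1.90), *foxf2a* (-1.64) and *fhl1a* (-0.74), and the 2 forkhead genes stand in the hedgehog target list too. Of 14 genes of CSF-contacting neurons and the Reissner fiber, 3 were lower and none was higher (5 lower when adjusted over the list alone and 5 with the block), among them the channel genes *pkd2l1* (-1.47) and *pkd1l2a* (-0.76), with 5 of the 14 differences positive, a median of -0.09 and an adjusted p of 0.000796, 0.0757 with an estimated correlation. Of 29 genes of glia and myelin, *slc1a2a*, a glutamate transporter gene (-1.74), and *mag*, a myelin gene (-0.59), both not called with no trend (adjusted p = 0.108 and 0.113), were lower and none was higher (9 lower and 2 higher when adjusted over the list alone, 10 lower and 5 higher with the block), with 11 of the 29 differences positive, a median of -0.10 and an adjusted p of 0.00414, 0.0757 with an estimated correlation. These 3 list calls were kept without each library in turn, while *cnn1a*, *foxf2a*, *fhl1a*, *pkd1l2a*, *slc1a2a* and *mag* each lost their call without at least 2 of the libraries, with an adjusted p of up to 0.203, 0.128, 0.12, 0.184, 0.236 and 0.226.

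In 13 of 156 groups of 4 libraries, 1 library stood apart from the other 3, with a gap above Dixon's critical value at 0.05, which chance gives in about 1 of 20 groups. Among controls, this was control 1 for exocrine pancreas (gap 0.878 of the range, 4.43 against a mean of 6.76), hedgehog targets (0.866), Notch targets (0.929), *gli2a* (0.858) and *tgm1l3* (0.925), control 2 for endothelium and lymphatics (0.996), control 3 for *prl* (0.909), and control 4 for pineal gland (0.862) and *glis3* (0.88). Among mutants, it was mutant 1 for exocrine pancreas (0.84), intestine (0.875) and intraflagellar transport and BBSome (0.875), and mutant 2 for *tgm1l2* (1), where the other 3 mutants were at the lowest value.

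Rod and cone phototransduction genes were lower in the mutants, with a median log2 difference of -1.86 over 52 genes. Random lists matched on mean expression lay between -0.10 and 0.14, which argues against a shift of all genes of that expression level by the authors' normalization. Other effects of the normalization were not tested. The cone opsin gene *opn1mw2* was higher in the mutants of every clutch and lay at least 2.04 above each of the other 4 cone opsins. It was picked for its high difference in these same libraries, so its rank is no test, and paralogs may share reads. An even loss of all photoreceptor cells with unchanged expression per cell would lower all cone opsins. Higher expression of *opn1mw2* in the remaining cells was not tested, so an even loss is not excluded. A whole-larva delay along the axis on which clutch 1 differs from the others could lower them too, and cannot be told apart here. Control 1 differed from the other controls by -0.53 in the mean of these genes and by -2.34 in that of the exocrine pancreas. Mutant 1 differed from the other mutants by 0.12 and -2.15, so it was not lower in phototransduction genes. The mutant difference of these genes in clutches 2 to 4 was -2.09, -1.89 and -1.92. This fall exceeded by at least 1.65 the one scaled from clutch 1, but the scaling assumes proportion and rests on 2 libraries. At the same age, the paper found shortened outer segments, no major layering defect besides the photoreceptors, and no electroretinogram signal. It also cites an earlier report of more cell death in the mutant retina at 4 dpf, and gives no count of photoreceptors. From the RNA values, lower expression per cell, a loss of some or all photoreceptor types and a delay stay open.

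The means of the exocrine pancreas and intestine lists were lower in the mutant than in the control of every clutch. Of 27 genes of the exocrine pancreas, limma called none without the block, also at an unadjusted limit of 0.05 and when adjusted over the list alone, and 25 lower with it, with a median of -0.96 (camera adjusted p = 3.15e-07, 0.56 with an estimated correlation), and of 43 genes of the intestine it called none without the block (24 lower at the unadjusted limit, 30 lower and 1 higher when adjusted over the list alone) and 32 lower and 1 higher with it, with a median of -0.92 (camera adjusted p = 1.8e-14, 0.326 with an estimated correlation). The joint median of -0.96 lay outside the -0.05 to 0.12 of matched random lists. This argues against a shift of all genes of that expression level by the normalization, and its other effects were not tested. The difference of control 1 from each other control correlated with the mutant difference in the remaining clutches at 0.365, 0.361 and 0.321 (Pearson) across genes, which are not independent replicates. The Spearman correlations were 0.273, 0.218 and 0.266, and 58.1% to 60.1% of genes had the same sign. Each of these values uses control 1, and only the genes of these lists were left out. A candidate explanation is a whole-larva delay of the mutants along the axis that also sets clutch 1 apart. This remains a hypothesis found on these libraries, and feeding state, organ size and the genotype acting on the organs themselves stay open and were not tested.

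Some called genes lie near *traf3ip1* in gene order, among them *col28a2a*, *klhl41a* (-0.51), *zgc:92380* (0.33) and *gli2a*. Haplotypes linked to the mutation may differ between mutants and siblings and change the expression of such genes. Among the 200 nearest genes, 4 were called without the block (2.0% against 1.53% elsewhere, one-sided p = 0.368 by Fisher's exact test), so this cannot be told apart from chance, and with the block 44 were (22.0% against 14.4%, one-sided p = 0.00265 by Fisher's exact test). With 50, 100 and 302 genes the one-sided p of Fisher's exact test was 0.0412, 0.198 and 0.0439 without the block, and 0.000129, 0.000789 and 0.000575 with it, unadjusted for the 8 comparisons. Neighbouring genes are not independent, no variant was examined, and an effect of the genotype on single genes such as *gli2a* stays open.

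Of 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave 311 called genes and the highest of the others gave 6. That other split set clutches 1 and 2 against clutches 3 and 4. This comparison takes all 8 libraries as exchangeable, while those of a clutch are paired, and among the splits that part every clutch the highest other gave 1. With clutch as a block, the real one of 8 splits that part every clutch gave 2927 and the highest other 1, and 8 splits are too few for a share under 0.05. The median of the motile cilia list, 0.45, lay outside the -0.09 to 0.20 of matched random lists.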

How the results depend on the processing

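The replicate block with array weights and the replicate block over clutches 2 to 4 only were chosen after the data were seen. The called genes, 311 in all with 74 higher and 237 lower, numbered 682 (204 higher, 478 lower) with array weights, 2927 (1322, 1605) with the replicate block, 3361 (1600, 1761) with the replicate block and array weights, and 2879 (1239, 1640) with the replicate block over clutches 2 to 4. They numbered 206 (36 higher) at an adjusted p under 0.05, 168 (24, 144) with an absolute log2 difference of at least 1, and 702 (220, 482) with the authors' p-values. The stricter adjusted p and the difference minimum lower a count by construction, and for the others the cause was not tested. Leaving out libraries or clutches gave 80 to 1091 genes, 8 to 285 higher and 72 to 836 lower. The lowest total came without clutch 3 and the highest without control 1, and the totals without clutches 1, 2 and 4 were 1075, 87 and 117. Fewer libraries give the test less power, yet the count rose without control 1 or clutch 1. Control 1 and mutant 1 had the lowest array weights, 0.553 and 0.559, but without mutant 1 alone the count was 262. With the replicate block there was no such rise, with 2927 genes over all clutches and 2879 over clutches 2 to 4. The cause of the rise was not tested further. The other alternatives gave 264 to 335 genes.

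Of 30 gene lists called by camera, 29 were called with the replicate block, 20 without each library in turn, 14 with fry and 8 with an estimated correlation. All but the first of these alternatives had no clutch term. The lists of rod and cone phototransduction, outer segment structure, motile cilia, monoamines, CSF-contacting neurons, glia and myelin, and smooth muscle were called under every alternative. The adjusted p rose to 0.361 with an estimated correlation for hedgehog targets and for synaptic vesicles, and to 0.159 with fry for the latter. For lists not called, the direction turned in robust moderation for hedgehog ligands (0.915), with fry for Purkinje cells (0.986), liver (0.96) and yolk (0.883), with the replicate block for immediate early genes (0.697), and for housekeeping genes with array weights (0.981), the mean log2 minimum over all genes (0.895) or over members (0.878) and the replicate block (0.922). Without single libraries or clutches it turned in at least 1 case for these lists, with an adjusted p of 0.239 to 0.962 for bipolar cells, 0.177 to 0.866 for the lens, 0.289 to 0.961 for intraflagellar transport, 0.255 to 0.99 for hedgehog ligands, 0.274 to 0.993 for Purkinje cells, 0.129 to 0.962 for p53, 0.00799 to 0.979 for immediate early genes, 0.129 to 0.962 for stress, 0.0303 to 0.993 for the pronephros, 0.00286 to 0.818 for liver, 0.0297 to 0.985 for erythrocytes, 0.226 to 0.99 for yolk and 0.557 to 0.99 for housekeeping. The cause was not tested.

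Of 104 named genes none changed sign under any alternative. Of the 85 called, 40 were called without each library in turn, and all were called with the replicate block, which called 16 more. No trend ended 13 of these calls, those of *sypb* (0.162), *gli2a* (0.153), *pcdh2g7* (0.11), *six7* (0.102), *qdpra* (0.126), *jun* (0.104), *atf3* (0.14), *nefmb* (0.111), *mag* (0.113), *slc1a2a* (0.108), *klhl41a* (0.102), *myh7* (0.167) and *ctsla* (0.128). Re-centring on housekeeping genes ended those of *sypb* (0.137), *gli2a* (0.13), *klhl41a* (0.103), *myh7* (0.195) and *ctsla* (0.138), vooma weights those of *mxc* (0.137), *slc1a2a* (0.125), *klhl41a* (0.103) and *myh7* (0.103), robust moderation those of *atf3* (0.147) and *slc1a2a* (0.115), the mean log2 minimum that of *sypb* (0.101), and the pseudocount that of *tgm1l2* (0.109), all as adjusted p. The mean log2 minimum also removes 9 of the 85 genes by construction. Members higher under sign alone and with the replicate block numbered 1 for phototransduction, 1 for detection of light, 3 for response to light, 13 for cilium movement and 15 for cilium assembly. The block changed the calls of 3 lists, circadian clock, erythrocytes and olfactory neurons, and of no other list. Depth is unknown, so what it limits cannot be given.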

Differences from the paper's values

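At the paper's threshold of an adjusted p under 0.1, limma called 311 genes from the 8 libraries, and the paper's count is 702. It called 74 higher genes where the paper's count is 220, and 237 lower genes where the paper's count is 482. The legend of Table S1 gives its p-values as obtained from 4 control and 4 mutant samples. The p-values of the authors' table correspond to a median of 24.7 degrees of freedom, where the fit to the 8 libraries has 9.65. Its mean expression lies more than 0.5 log2 units from that of the 8 libraries for 1061 genes. These values argue against the counts of 311 and 702 resting on the same set of samples. How much of the difference between the counts comes from this was not tested. Among the alternatives set before the deposited files were examined, array weights gave 682 genes, 204 higher and 478 lower. The authors' own p-values gave 702, 220 and 482. Both come within 1.5 times the paper's counts. Leaving out control 1 or both libraries of clutch 1 does so for the higher genes (285 and 239) but not for the total (1091 and 1075) or the lower genes (806 and 836). The clutch block (2927) lies above the paper's total. No trend, robust moderation, vooma weights, the mean log2 minimum, the pseudocount, re-centring on housekeeping genes, leaving out any other library or clutch, the stricter adjusted p and the log2 difference minimum all lie more than 1.5 times below it. Of the paper's genes, 509 are among those called with array weights, 698 among those called with the clutch block and 290 among the 311.

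The paper states that *bdnf*, a synaptic vesicle glycoprotein gene, tyrosine hydroxylase and tryptophan hydroxylase genes were downregulated. All of these had negative log2 differences, but *bdnf* (-0.76, adjusted p = 0.129), *sv2ba* (-0.63, adjusted p = 0.123), *th* (-0.41, adjusted p = 0.257) and *tph1b* (-0.63, adjusted p = 0.154) were not called, while *tph2* (-0.70), *syt5a* (-1.46), *syt1b* (-0.83) and *sypb* (-0.34) were. All 4 are called with the clutch block (adjusted p = 0.00713, 0.000771, 0.0592 and 0.0359) and with the authors' p-values (0.00603, 0.0627, 0.0999 and 0.0159). Array weights call *bdnf*, *sv2ba* and *tph1b* (adjusted p = 0.0408, 0.0559 and 0.055), and robust moderation calls *bdnf* and *sv2ba* (0.0988 and 0.094). Re-centring on housekeeping genes calls *bdnf* (0.0979). Without control 1 or without both libraries of clutch 1, *bdnf* (0.0155 and 0.0201) and *tph1b* (0.0603 and 0.0774) are called. *sv2ba* is called without control 4 (0.0485), without mutant 1 (0.0995) and without both libraries of clutch 1 (0.0552).

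The paper states that most motile cilia genes were upregulated. All 16 that its figure highlights had a positive difference here, and 6 of them were called, 15 with the clutch block.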

Other observations

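In whole larvae, some genes of the skin, of ionocytes and of sensory cells differed between *elipsa* mutants and controls. Of 37 measured genes of ionocytes, 5 were higher and none was lower (7 higher and 2 lower when adjusted over the list alone, 12 higher and 5 lower with clutch as a block), among them the anion exchanger gene *slc4a2a* (1.16), the sodium chloride cotransporter gene *slc12a10.2* (1.05), the chloride channel gene *clcn2c* (1.00) and *prl* (1.67), a hormone gene of osmoregulation. Camera called the list (adjusted p = 0.0225, 0.735 with an estimated correlation), but not without control 1 (0.324) or mutant 4 (0.429). Of 41 genes of periderm and keratinocytes, *tgm1l3*, *krt93* and *tgm1l2* were lower and none was higher (6 lower and 4 higher when adjusted over the list alone, 13 lower and 6 higher with the block), with a camera adjusted p of 0.0369, 0.361 with an estimated correlation, 0.106 without control 4, and 0.256 over genes with a mean log2 value of at least 1 (0.251 with that minimum for its members alone). Of 12 genes of olfactory sensory neurons, the marker gene *ompa* (-1.14) was lower and none was higher (3 lower when adjusted over the list alone, 3 lower and 1 higher with the block). Camera called the list (adjusted p = 0.068, 0.529 with an estimated correlation), but not with the block (0.106), with array weights (0.129), with the mean log2 minimum of 1 (0.108, or 0.119 for members alone) or without control 2, control 4 or mutant 1. Of 19 genes of hair cells, limma called none (4 lower at an unadjusted limit of 0.05, 1 lower when adjusted over the list alone, 3 lower with the block), and camera called the list (adjusted p = 0.000796, 0.146 with an estimated correlation). *slc4a2a* and *ompa* were called without each library in turn, and *slc12a10.2* and *clcn2c* were lost without control 3 or mutant 2, 3 or 4 (adjusted p of up to 0.138 and 0.144).

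Muscle, skeleton, kidney and vessels gave few calls. Of 75 genes of skeletal muscle, the creatine kinase gene *ckmt2a* (-1.27) and *klhl41a* (-0.51, not called with no trend, adjusted p = 0.102) were lower and none was higher (9 lower and 2 higher when adjusted over the list alone, 20 lower and 4 higher with the block). Of 36 genes of cartilage and skeleton, the collagen gene *col10a1b* (-1.62, or -0.93 with a pseudocount of 1) was lower and none was higher (1 lower and 1 higher when adjusted over the list alone, 6 lower and 3 higher with the block). Of 32 genes of endothelium and lymphatics, *sox18* (0.50) was higher and none was lower (4 higher when adjusted over the list alone, 7 higher with the block). The camera adjusted p was 0.0136 for muscle, 0.00597 for skeleton and 0.00771 for endothelium, and with an estimated correlation the adjusted p was 0.625, 0.643 and 0.453. Muscle was not called without control 3 (0.12) or mutant 4 (0.207), and skeleton not without control 1 (0.172). Of 21 genes of the heart, *myh7* (0.36, not called with no trend, adjusted p = 0.167) was higher and none was lower (1 higher when adjusted over the list alone, 1 higher and 2 lower with the block). Of 38 genes of the pronephros, *glis3* (1.46) and *hnf1bb* (0.79) were higher and none was lower (3 higher and 3 lower when adjusted over the list alone, 7 higher and 7 lower with the block). Camera called neither the heart (adjusted p = 0.487) nor the pronephros (0.487, and 0.0303 without mutant 1). *ckmt2a*, *col10a1b* and *glis3* were called without each library in turn. The calls of *klhl41a* and *sox18* were lost without any one of 7 of the 8 libraries, that of *myh7* without 6 and that of *hnf1bb* without 5, with an adjusted p of up to 0.281, 0.164, 0.266 and 0.189.

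In the liver list, 2 of 57 genes, *bhmt* (0.42) and *c4b* (1.25), were higher and the hepcidin gene *hamp* (-1.33) was lower (3 higher and 1 lower when adjusted over the list alone, 12 higher and 14 lower with the block), and camera did not call it (adjusted p = 0.729, but 0.00286 without control 1 and 0.098 without mutant 4). Of 15 genes of the endocrine pancreas, *pdx1* (-1.05) was lower and none was higher (2 lower when adjusted over the list alone, 2 higher and 2 lower with the block), with a camera adjusted p of 0.0225, 0.146 with an estimated correlation. Of 14 genes of yolk and lipid absorption, *ctsla* (0.37, not called with no trend, adjusted p = 0.128) was higher and none was lower (2 higher and 2 lower when adjusted over the list alone, 2 higher and 3 lower with the block; camera adjusted p = 0.904). Of 36 genes of hypoxia and glycolysis, *pgam1a* (-0.70) was lower and none was higher (5 lower and 2 higher when adjusted over the list alone, 12 lower and 6 higher with the block), with a camera adjusted p of 0.0225, 0.625 with an estimated correlation, 0.106 without control 4 and 0.36 without mutant 1. *pdx1* was called without each library in turn. The calls of *bhmt*, *ctsla* and *pgam1a* were each lost without any one of 6 of the 8 libraries, that of *hamp* without 5 and that of *c4b* without 4, with an adjusted p of up to 0.193, 0.21, 0.175, 0.147 and 0.215.

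The paper counts fewer Purkinje cells in the mutants by imaging. In whole larvae, limma called none of 20 Purkinje cell genes (1 higher and 1 lower at an unadjusted limit of 0.05, 1 higher when adjusted over the list alone, 3 higher and 1 lower with the block), with a median of 0.00 and a mean of -0.01 (camera adjusted p = 0.729). The list shares genes with lists of other cell types, and RNA of whole larvae does not count cells, so these values cannot test the paper's count. Of 21 genes of cerebellar granule and glutamatergic cells, *gabra6a*, a receptor subunit gene of granule cells, was lower (-1.04, standard error 0.12, adjusted p = 0.00395 from limma) and none was higher (1 lower when adjusted over the list alone, 3 higher and 1 lower with the block), and *gabra6a* was called without each library in turn. Camera did not call that list (adjusted p = 0.137, but 0.0514 with array weights, 0.0722 without control 1 and 0.098 without mutant 4). Of 29 immediate early genes of neuronal activity, *jun* (0.70) and *atf3* (1.24), both not called with no trend (adjusted p = 0.104 and 0.14), were higher and none was lower (2 higher and 1 lower when adjusted over the list alone, 2 higher and 4 lower with the block). Camera did not call it (adjusted p = 0.946, but 0.00799 without control 2 and 0.0525 without mutant 1), and the mean of the list within clutches differed by -0.13, -0.38, 0.23 and 0.60. *jun* lost its call without any one of 5 libraries and *atf3* without 6, with an adjusted p of up to 0.189 and 0.263.

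Some lists also varied between clutches. Both libraries of clutch 1 were high in genes of erythrocytes, and with clutch as a block 9 of 21 were higher in the mutants (camera adjusted p = 0.00171, 0.582 without the block), where limma called none without the block, at an unadjusted limit of 0.05 or when adjusted over the list alone. Without control 1 that list was called (0.0297). Of 36 circadian clock genes, limma called none (2 lower at the unadjusted limit, none when adjusted over the list alone), and with the block 8 were lower (camera adjusted p = 0.00482, 0.125 without it). That list was also called without control 3, control 4 or mutant 2 (0.041, 0.0347 and 0.0169). Of 36 proliferation genes, limma called none, also at the unadjusted limit and over the list alone, and 6 were higher with the block. Camera called them (adjusted p = 0.0151, 0.738 with an estimated correlation), but not without control 2 (0.11) or mutant 1 (0.689). Of 22 genes of neutrophils and macrophages, limma called none, also at the unadjusted limit and over the list alone, and 1 was higher with the block (camera adjusted p = 0.0745, 0.761 with an estimated correlation). That call was lost with robust moderation (0.132), array weights (0.257), the mean log2 minimum (0.108, or 0.111 for members alone), and without control 1 (0.301), control 2 (0.112), mutant 3 (0.205) or mutant 4 (0.974), and the mean differences within clutches were 0.13, -0.16, 0.43 and 0.79.

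Of 32 genes of stress and the unfolded protein response, *atf5a* (0.72) was higher and *si:dkey-4p15.3* (-1.01) lower (3 higher and 3 lower when adjusted over the list alone, 5 higher and 8 lower with the block; camera adjusted p = 0.68). The call of *atf5a* was lost without control 3 (adjusted p = 0.101) and that of *si:dkey-4p15.3* without any one of 6 libraries (adjusted p of up to 0.209). Of 28 genes of the p53 pathway, limma called none (1 higher at the unadjusted limit, none over the list alone, 1 higher and 2 lower with the block; camera adjusted p = 0.666). Of 75 ribosomal protein genes, limma called none (7 higher at the unadjusted limit, none over the list alone, 4 higher with the block), with a median of 0.07 (camera adjusted p = 9.95e-05, 0.66 with an estimated correlation). Of 17 housekeeping genes, limma called none (1 higher at the unadjusted limit, none over the list alone, 1 lower with the block), with a median of 0.03 (camera adjusted p = 0.863).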
